# Gene Regulatory Network Inference of Immunoresponsive Gene 1 (*IRG1*) Identifies Interferon Regulatory Factor 1 (*IRF1*) as Its Transcriptional Regulator in Mammalian Macrophages

**DOI:** 10.1371/journal.pone.0149050

**Published:** 2016-02-12

**Authors:** Aravind Tallam, Thaneer M. Perumal, Paul M. Antony, Christian Jäger, Joëlle V. Fritz, Laurent Vallar, Rudi Balling, Antonio del Sol, Alessandro Michelucci

## Abstract

Immunoresponsive gene 1 (*IRG1*) is one of the highest induced genes in macrophages under pro-inflammatory conditions. Its function has been recently described: it codes for immune-responsive gene 1 protein/*cis*-aconitic acid decarboxylase (IRG1/CAD), an enzyme catalysing the production of itaconic acid from cis-aconitic acid, a tricarboxylic acid (TCA) cycle intermediate. Itaconic acid possesses specific antimicrobial properties inhibiting isocitrate lyase, the first enzyme of the glyoxylate shunt, an anaplerotic pathway that bypasses the TCA cycle and enables bacteria to survive on limited carbon conditions. To elucidate the mechanisms underlying itaconic acid production through *IRG1* induction in macrophages, we examined the transcriptional regulation of *IRG1*. To this end, we studied *IRG1* expression in human immune cells under different inflammatory stimuli, such as TNFα and IFNγ, in addition to lipopolysaccharides. Under these conditions, as previously shown in mouse macrophages, IRG1/CAD accumulates in mitochondria. Furthermore, using literature information and transcription factor prediction models, we re-constructed raw gene regulatory networks (GRNs) for *IRG1* in mouse and human macrophages. We further implemented a contextualization algorithm that relies on genome-wide gene expression data to infer putative cell type-specific gene regulatory interactions in mouse and human macrophages, which allowed us to predict potential transcriptional regulators of *IRG1*. Among the computationally identified regulators, siRNA-mediated gene silencing of interferon regulatory factor 1 (*IRF1*) in macrophages significantly decreased the expression of IRG1/CAD at the gene and protein level, which correlated with a reduced production of itaconic acid. Using a synergistic approach of both computational and experimental methods, we here shed more light on the transcriptional machinery of *IRG1* expression and could pave the way to therapeutic approaches targeting itaconic acid levels.

## Introduction

Immune cells specifically respond to various inflammatory environments based on the nature and type of external stimuli. Macrophages trigger defensive pathways upon stimulation of pattern-recognition receptors, such as toll-like receptors (TLRs) [1,2]. Previous studies have shown that mouse macrophages under pro-inflammatory conditions, such as bacterial infections or lipopolysaccharide (LPS) stimulation, highly express immunoresponsive gene 1 (*Irg1*) [3,4]. Recently, we demonstrated the active role of *IRG1* in antimicrobial responses linking metabolism to immunity [5]: immune-responsive gene 1 protein/*cis*-aconitic acid decarboxylase (IRG1/CAD) catalyzes the decarboxylation of cis-aconitic acid to itaconic acid (also known as methylenesuccinic acid) during the TCA cycle. Itaconic acid is an organic compound that inhibits isocitrate lyase, the first enzyme of the glyoxylate shunt, a savior pathway for bacterial growth under nutrient-deprived conditions. For the first time, we also demonstrated *IRG1* expression and itaconic acid production in LPS-treated human peripheral blood mononuclear cells (PBMCs)-derived macrophages [5]. Thus, IRG1/CAD contributes to the host immune response against bacterial invasion providing an additional support to the innate immune system.

In addition to our findings, *Irg1* was also previously shown to be expressed in mouse macrophages under different TLR ligand stimulations [3,6] and microbial infections [4,7]. High up-regulation of *Irg1* was observed in the lungs of mice when infected with influenza A virus, thus showing its induction also under viral infections [8]. In a different context, *Irg1* was found to be highly expressed in the uterine luminal epithelium of the mouse during the early stages of pregnancy due to the synergistic regulation by progesterone and estradiol mediated by the protein kinase C pathway [9,10]. *IRG1* was also reported to be highly expressed in PBMCs of septic patients where it fosters endotoxin tolerance by enhancing A20 expression via reactive oxygen species (ROS) signaling [11]. Apart from mouse and human, *IRG1* is also expressed in other species under microbial infections. In zebrafish (*Danio rerio*), when infected with *Salmonella* species, *irg1* is specifically expressed by macrophage-lineage cells and is cooperatively regulated by glucocorticoid and JAK/STAT signaling pathways [12]. Furthermore, it was shown that irg1 is a key component responsible for the production of mitochondrial ROS augmenting the bactericidal activity of macrophages. Hence, in zebrafish, IRG1/CAD additionally contributes to immune responses by the production of ROS [12]. Taken together, these findings demonstrate a pivotal role of IRG1/CAD in the immune metabolism axis connecting the immune system with cellular metabolism through the production of itaconic acid and ROS.

Despite the profound biological importance of IRG1/CAD, the molecular mechanisms that induce *IRG1* expression have not yet been investigated. The regulation of *Irg1* expression was reported on several findings, which are rather contrasting, such as *de novo* protein synthesis independent [3] and dependent [13], MyD88-independent [14] and dependent [7], TRIF-independent [15], TLR2- and TLR4-independent [13]. Interestingly, *Irg1* was highly induced when stimulated with IFNγ alone or in combination with TNFα and it was shown that the vast majority of the murine IRG1/CAD protein was found in the mitochondrial fraction [6]. All the above experiments differ by cell types, the nature of the stimuli and perturbing compound concentrations. It is highly likely that *IRG1* is regulated by a complex transcriptional machinery responding to cellular environments and external stimuli. Hence, it is important to unravel its transcriptional machinery to understand its role and expression under specific inflammatory conditions.

Gene regulatory networks (GRNs) capture the dependency between transcription factors, genes, proteins and small molecules underlying cellular processes [16,17]. Inferring regulatory interactions linked to *IRG1* can contribute to identify the major regulatory elements involved in the induction of *IRG1*. There are three main GRN inference approaches, which are widely used. The first is based on existing literature information which use natural language processing algorithms and manual curation to mine scientific articles [18–20]. The second approach is purely data-driven without any prior information. These category of methods infer the regulatory networks directly from multi-omics data based on the underlying conditional dependency structures such as co-expression [16], mutual information [21] or regression [22,23] among the genes. The third category of methods uses predictive modeling and experimental approaches, such as ChIP-Seq, to infer transcription factor—DNA (TF-DNA) binding sites (TFBS) and motifs [24,25].

All the three category of methods have their own advantages and disadvantages, while some require high dimensional data (i.e. high number of replicates and/or perturbation conditions), others are skewed with most studied interactions or biological processes. However, due to the course of dimensionality, most of them suffer from a high number of false positive interactions, thus making the subsequent network analysis of GRNs more elusive. To this end, in this context, we used an integrated algorithm, which leverages on the information from all the three different category of methods (i.e. literature, TFBS and data-driven) to infer the regulatory network of *IRG1*. This algorithm, with some minor modifications from [26], is used to infer the GRN of *IRG1* from literature and TFBS, and to prune inconsistent interactions by contextualizing the model to predict differential expression from genome-wide expression arrays. Putative transcriptional regulators of *IRG1* were hypothesized from the resulting GRN and tested using siRNA-mediated gene silencing experiments in mouse and human macrophages under LPS stimulation.

## Materials and Methods

### Cell culture and stimulations

The murine RAW264.7 macrophage cell line [27] was cultured in DMEM medium (Invitrogen, Life Technologies, Carlsbad, California) with 10% Fetal Bovine Serum (FBS), 0.1mg/mL streptomycin (Invitrogen, Life Technologies, Carlsbad, California) and 100U/mL penicillin (Invitrogen, Life Technologies, Carlsbad, California). For the experiments, lipopolysaccharide (LPS from *Escherichia coli* 055:B5, Sigma) was used at a final concentration of 10ng/mL.

Primary monocytes were extracted from the blood samples of anonymous healthy male donors, donated by the Luxembourgish Red Cross (http://www.croix-rouge.lu/). Human blood samples in the present study were obtained under a mutual agreement between the University of Luxembourg and the Luxembourgish Red Cross for blood donation to non-therapeutic purposes. The institutional review board waived the need for consent. The Comité National d’Ethique de Recherche (CNER) (http://www.cner.lu/) approved this study. The components of the blood (peripheral blood mononuclear cells—PBMCs -, plasma and erythrocytes) were separated by Ficoll density gradient separation. For this purpose, the blood was diluted 1:1 with phosphate buffered saline (PBS, Invitrogen, Life Technologies, Carlsbad, California) in falcon tubes and was transferred to Leucosep tubes (Greiner bio one, Kremsmünster, Austria) filled with 15ml of Ficoll (VWR, Radnor, Pennsylvania). After a 10 minute centrifugation (1000 g at room temperature without break), the PBMCs layer was collected and the CD14+ monocytes were isolated by using the MACS® technology (magnetic separation) from Miltenyi Biotec (Bergisch Gladbach, Germany). PBMCs were mixed with 200μL of CD14 MicroBeads and incubated for 30min at 4°C on a rotating platform followed by magnetic separation using LS-column. Isolated CD14+ monocytes were plated at 4x10^6^ cells per well in 6-well plates (or 2x10^6^ cells per well in 12-well plates, 1x10^6^ cells per well in 24-well plates, 2.5x10^5^ cells per well in 96-well plates) and differentiated for 11 days into macrophages using RPMI 1640 medium (VWR, Radnor, Pennsylvania) supplemented with 10% human serum, off the clot, type AB (A&E Scientific, PAA, Pasching, Austria, lot number: C02108-1021), 0.1mg/mL streptomycin, 100U/mL penicillin and 0.1mM L-glutamine (Invitrogen, Life Technologies, Carlsbad, California). During the differentiation, the medium was replaced with fresh medium on day 4 and day 7. Alternatively, CD14+ monocytes were plated at 2x10^6^ cells per well in 12-well plates and differentiated for 8 days into dendritic cells using human serum supplemented with 20ng/ml of both granulocyte-macrophage colony-stimulating factor (GM-CSF, R&D Systems Europe Ltd., United Kingdom) and interleukin-4 (IL-4, R&D Systems Europe Ltd., United Kingdom). For the experiments, LPS was used at 10μg/mL, while tumor necrosis factor alpha (TNFα, R&D Systems Europe Ltd., United Kingdom) and interferon gamma (IFNγ, R&D Systems Europe Ltd., United Kingdom) were used at a final concentration of 50ng/mL.

### RNA extraction, reverse transcription and real-time PCR

Total RNA was purified from cultured cells using the Qiagen RNeasy Mini Kit (Qiagen) according to manufacturer’s instructions. First-strand cDNA was synthesized from 0.5 to 2μg of total RNA using SuperScript III (Invitrogen) with 1μL (50μM)/reaction oligo(dT)20 as primer. Individual 20μL SYBR Green real-time PCR reactions consisted of 2μL of diluted cDNA, 10μL of 2×iQ SYBR Green Supermix (Bio-Rad), and 0.5μL of each 10μM optimized forward and reverse primers in 7μL RNase free water. Primer sequences designed using Beacon Designer software (Bio-Rad), provided by Eurogentec, or directly designed by Thermo Scientific and are shown in S1 Table. For the human Irg1 primers, the NCBI/Primer-BLAST tool available at http://www.ncbi.nlm.nih.gov/tools/primer-blast/ was used. The PCR was carried out on a Light Cycler 480 (Roche Diagnostics), using the following program: 10min at 95°C and 40 cycles of 30s at 95°C, 30s at 60°C and 30s at 72°C followed by 10s 70–95° melting curves. All experiments, including three no template controls, were performed in triplicates for each sample. For normalization, L27 was amplified simultaneously.

### Transfection experiments

The ON-TARGETplus SMARTpool, containing four different siRNA sequences specifically targeting each of murine *Irf1* (siRNA *Irf1*, L-046743-01-0005), murine *Cebpb* (siRNA *Cebpb*, L-043110-00-0005), human *IRF1* (siRNA *IRF1*, L-011704-00-0005) and the corresponding non-targeting control (siRNA NEG, D-001810-10-05), were designed and synthesized by Thermo Scientific Dharmacon.

Murine RAW264.7 macrophages were transfected with Amaxa 4D Nucleofector device, X-unit (Lonza) using the Amaxa SG cell line 4D Nucleofector Kit for THP-1 cells according to the manufacturer’s instructions. Briefly, transfection with siRNA complexes was carried out from pelleted and resuspended cells (1x10^6^ cells per condition). Transfection reagent and siRNA were prepared according to the manufacturer’s instructions (Amaxa). Specific siRNAs were added at a final concentration of 100nM. After nucleofection using the program “RAW264.7 (ATCC)”, the cells were seeded at a density of 1x10^6^ cells per well in 12-well plates in DMEM supplemented with 10% FBS and incubated for 24h.

Human PBMCs-derived macrophages were transfected using the Amaxa 4D Nucleofector device, Y-unit, which was specifically designed for transfection of adherent cells. For these experiments, cells were seeded at 1x10^6^ cells in 24-well plates for 11 days and the medium was then replaced with nucleofection reagent and specific siRNAs (2μM) according to the manufacturer’s protocol. The reagent solution was removed and the medium was added to the cells which were then incubated for 24h and stimulated with LPS.

### Immunofluorescence and automated image analysis

For immunofluorescence the cells were grown on CellCarrier 96 well plates (Perkin Elmer), washed with PBS, and fixed with 4% paraformaldehyde (pH 7.4) for 30min at ambient temperature. After washing in PBS, the cells were permeabilized for 5min with 0.5% Triton X-100 in PBS. Permeabilization was followed by 3 x 10min washing steps in PBS. For blocking, samples were incubated with 5% goat serum in PBS for 1h at room temperature. Primary antibodies against IRG1/CAD (Anti-IRG1 antibody produced in rabbit, Sigma, 1/200) and a mitochondrial surface antigen (MAB1273, Millipore, 1/100) were diluted in PBS + 1% BSA and bound for 1h at room temperature. After three washing steps in PBS, secondary antibodies (A-21428, A-11001, Invitrogen, both 1/500) were added and incubated at dark for 1h at room temperature. For staining of nuclei and stabilization of fluorescent signals the samples were covered with Fluoroshield mounting medium containing DAPI (F6057, Sigma). Image acquisition started after 10min of incubation.

Image stacks with 11 planes were acquired on a confocal Opera QEHS High Content screening microscope (Perkin Elmer), using a 60x water immersion objective (NA 1.2). The antibody-labeled mitochondrial channel was excited with a 488nm laser and detected with a 520/35 band-pass filter. Antibody-labeled IRG1/CAD channel was excited with a 561nm laser and detected with a 600/40 band-pass filter. DAPI was excited with a 405nm laser and detected with a 450/50 band-pass filter.

Automated image analysis was performed in Matlab 2015a. Nucleus segmentation was following the rule that pixels of low pass filtered DAPI images, convolved with a gaussian filter of size 20 and sigma 5 have to be at least 25% brighter within nuclei as compared to local surroundings as defined by an average filter of size 100. The minimum size of nuclei was set to 1000 pixels. For the detection of cell covered regions, the three channels were summed up and low pass filtered with a gaussian filter of size 50 and sigma 20. Resulting images were thresholded by the first quartile of pixel values. To detect single cell areas, a watershed algorithm was applied to the euclidian distance transform of the nucleus mask. Mitochondria were segmented via a combination of local thresholding and segmentation of non-uniformly corrected mitochondria images. According to the local thresholding algorithm, mitochondrial pixel assignment requires a raw mitochondrial image, low pass filtered with a gaussian filter of size 5 and sigma 2 to be brighter than the same image convolved with an average filter of size 5. For non-uniform correction mitochondria channel images average filtered with a structuring element of size 50 were subtracted from original mitochondria images. For segmentation these corrected images were thresholded to a pixel intensity of 10. For connected components confirmed by both rules the minimum volume was set to 10 pixels. IRG1/CAD positive pixels were defined by the same algorithm as mitochondrial pixels, in this case applied to the IRG1/CAD channel. Subcellular localization of IRG1/CAD was evaluated by computing single cell proportions of IRG1/CAD positive pixels in nuclei and mitochondria.

### Protein extraction

Cells were washed with ice-cold PBS after removing the medium. Proteins were extracted using Mammalian Protein Extraction Reagent (M-PER, Thermo Scientific) which includes lysis buffer and a protease inhibitor. A volume of 150μL/well of M-PER complete reagent was added to lyse the cells. Cells were then scraped out from the plates and the lysate was shaken at 4°C for 20min at maximum speed. The lysate was then centrifuged at 4°C for 5min at maximum speed. The supernatant was collected and stored at -80°C. The extracted protein samples were then quantified using a Bradford assay and the measurements were used for subsequent western blotting.

### Western blotting

Heat-denatured protein samples (20μg) were separated on a 10% SDS-polyacrylamide gel electrophoresis followed by transfer to nitrocellulose membranes 0.2μm (Sigma). Affinity-purified goat anti-mouse IRF1 antibody (catalogue #: AF4715) and rabbit anti-goat IgG secondary antibody (catalogue #: HAF017) were obtained from R&D Systems Europe Ltd., United Kingdom, while rabbit anti-human IRG1 antibody (catalogue #: HPA040143) and normal rabbit IgG (catalogue #: sc-2027) were purchased from Sigma and Santa Cruz Biotechnology, respectively. Goat anti-β-actin (catalogue #: sc-1616) and anti-goat secondary antibodies (catalogue #: RPN1025) were purchased from Santa Cruz Biotechnology and GE Healthcare, respectively. After blocking with 5% (wt/vol) dry milk in PBS, the membrane was incubated overnight at 4°C with primary antibody in 1% BSA/PBS (dilution 1:2500 for IRF1 and IRG1) on a rotating platform. After three washing steps with PBS containing 0.1% Tween-20, the membrane was incubated with secondary antibodies (dilution 1:5000) coupled to horseradish peroxidase and revealed by chemiluminescence using the Amersham ECL detection reagents (GE Healthcare) and ODISSEY imaging system.

### Metabolite extraction

Cells seeded in 6-well plates were washed with 1mL of saline solution (0.9% NaCl) and quenched with 0.4mL cold methanol. After adding an equal volume of cold water, cells were collected with a cell scraper and transferred in tubes containing 0.4mL cold chloroform. The extracts were vortexed at 1400rpm for 20min at 4°C and centrifuged at 13500rpm for 5min at 4°C. A volume of 0.3mL of the upper aqueous phase was collected in specific GC glass vials and evaporated under vacuum at -4°C using a refrigerated CentriVap Concentrator. Extractions of metabolites from cells grown in 12-well plates were performed using half of the volumes. The interphase was centrifuged with 50μL cold methanol at 13500rpm for 5min at 4°C. When needed, the pellet was stored at -80°C for subsequent RNA isolation.

### Gas chromatography/mass spectrometry (GC/MS) analysis

Metabolite derivatization was performed using a multi-purpose sampler (Gerstel). Dried samples were dissolved in 15μL pyridine, containing 20mg/mL methoxyamine hydrochloride, at 40°C for 60 minutes by shaking. After adding 15μL N-methyl-N-trimethylsilyl-triflouroacetamide (MSTFA), samples were incubated at 40°C for 30min with continuous shaking. GC-MS analysis was performed by using an Agilent 7890A GC coupled to an Agilent 5975C inert XL MSD. A sample volume of 1μL was injected into a split/splitless inlet operating in splitless mode at 270°C. The gas chromatograph was equipped with a 30m Agilent J&W DB-35MS capillary column + 5m DuraGuard capillary in front of the analytical column. Helium was used as carrier gas with a constant flow rate of 1.2ml/minute. The GC oven temperature was held at 90°C for 1min and then increased to 320°C at 15°C/minute. The final temperature was held for 8min. The transfer line temperature was set constantly to 280°C. The MSD was operating under electron ionization at 70eV. The MS source was held at 230°C and the quadrupole at 150°C. The GC-MS was operated in Selected Ion Monitoring (SIM) mode (m/z 215.1, m/z 230.1, m/z 259.1). The total run time of one sample was 24.3min.

All GC-MS chromatograms were processed using MetaboliteDetector [28] for targeted data analysis. The software package supports automatic deconvolution of all mass spectra. The obtained mass spectra were matched against a reference library (including the mass spectrum of the authentic standard “itaconic acid”). Compounds were annotated by retention time and mass spectrum (overall similarity: 0.95 or higher). For quantification, fragment ion m/z 259 was used.

### RNA isolation, microarray hybridisation and data analysis

Total RNA from PBMCs-derived macrophages was extracted using TRIzol reagent (Invitrogen) while total RNA from RAW264.7 cells was harvested using the Qiagen RNeasy Mini Kit (Qiagen), according to the manufacturer’s protocols. RNA purity and integrity were monitored using NanoDrop® ND-1000 spectrophotometer and Agilent 2100 Bioanalyzer with RNA 6000 Nano assay kit. Only RNAs with no sign of contamination or marked degradation (RIN > 9) were considered good quality and used for further analysis. GeneChip Human Gene 1.0ST and GeneChip Mouse Gene 2.0ST Arrays (Affymetrix) were used to determine the genome-wide expression profiles of PBMCs-derived macrophages and RAW264.7 cells, respectively. Total RNAs (250ng) were processed using the Affymetrix Whole Transcriptome (WT) Expression kit according to the manufacturer’s instructions (User manual P/N 4425209 Rev. C 09/2009). Microarrays were hybridized, washed and stained using the Affymetrix GeneChip WT Terminal Labeling and Hybridization kit following the microarrays were washed, stained and scanned according to manufacturer’s standard procedures (User manual P/N 702808 Rev. 6). Genechips were scanned using an Affymetrix GeneChip Scanner 3000 generating CEL files containing hybridization raw signal intensities which were preprocessed and normalized using the GeneChip Robust Multiarray Averaging (GCRMA) algorithm [29] from Bioconductor in R. Redundant probe sets were merged by considering mean values, resulting in a list of unique annotated genes mapped based on Entrez gene identifiers. Using the limma package and the eBayes function from Affy library in Bioconductor, genes whose expression values between any two conditions having a difference with a log fold change (logFC) ≥ +/-1 and a p-value<0.01 were considered as differentially expressed genes (DEGs). Microarray expression data are available at Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE76563.

### Gene regulatory network (GRN) inference

GRN inference was performed using three distinct approaches:

(a) From transcription factor—DNA (TF-DNA) binding models: Upstream regulation of *IRG1* was inferred using MATCH™ algorithm of TRANSFAC^®^ database from the BioBase International Corporation [25,30]. MATCH™ algorithm is a weight-matrix based algorithm which searches for potential transcription factor binding sites (TFBS) on any given genomic sequence using the position weight matrices (PWMs) library from TRANSFAC^®^ database. The PWMs for transcription factors (TF) in TRANSFAC^®^ are constructed based on the consensus of its DNA binding sequences across the genome. Each PWM consists of the nucleotides and their frequency at respective position on the binding sequence. For our analysis, immune cell specific profiles of MATCH^™^ consisting of PWMs of TF that are involved in the immune responses in T-cells, B-cells, mast cells, myeloid cells, natural killer cells and macrophages were used.

Transcription start site (TSS) information of genes from RefSeq and genome sequences of range 2000bp upstream and 1000bp downstream with respect to TSS from hg19 (human), mm10 (mouse) from UCSC website were obtained. Taking these sequences as input, MATCH^™^ algorithm searches for potential binding sites of TFs on the sequence using its collection of PWMs. The output consists of information about the transcription factor, binding position, genomic strand and the two quality scores (Core and Matrix similarity), sequence motif of each binding site found. Only the transcription factor binding predictions that have both the similarity scores ≥ 0.90 were considered for further analysis (S2 Table).

(b) From published literature: On the other hand, downstream regulation of LPS stimulus in macrophages was inferred using Pathway Studio Desktop 10 from Elsevier [20]. Pathway Studio [20] is the knowledge base of ontologies, taxonomies and biological relationships derived based on the text mining algorithms and the expert curation of published scientific literature. MedScan® text mining technology was used to scan all the PubMed abstracts (≈30 million) and relevant sentences were collected based on the manually curated dictionaries with the synonyms of biological terms. For this network, the extraction of published literature was restricted as follows: species: human/mouse; cell type: macrophages; interactions: direct regulations in the network building settings of the Pathway Studio software.

(c) Combining and contextualizing literature and TFBS networks: By virtue, the GRN inferred above are from different cell, tissue and/or organism. Also, for some of the TF-DNA predictions and literature inferences, the mode of action is unspecified (i.e. activation or inhibition). Therefore, in order to find context specific interactions (i.e. that are specific to *IRG1* expression in mouse macrophages and/or human PBMCs), we prune the inconsistencies in the inferred GRN with an improved version of the previously developed contextualization algorithm [31]. In gist, using feedback regulations as basic building blocks, this algorithm tries to predict differential expression from genome-wide arrays, using a boolean modeling framework, by removing as well as assigning mode of actions to the interactions in the GRN [32]. This method was implemented in Matlab using the genetic algorithm (ga) function with the assumption that each cell phenotype represents a stable steady state (attractor) of the network. The pbn-matlab-toolbox (http://code.google.com/p/pbn-matlab-toolbox/downloads/list) with the synchronous updating scheme was employed in this algorithm for the Boolean simulation.

### Prioritising transcriptional regulators

In order to identify the transcriptional regulators for *IRG1* under LPS stimulation, the contextualised GRN was used to hypothesize experimentally testable predictions. All simple paths connecting LPS stimulation to *IRG1* from the inferred GRN were computed using the graph k shortest paths algorithm of Matlab. These paths provide the basis set of putative regulators and pathways for translating the LPS signal to induce *IRG1*. Further, using the simple paths, the importance of TFs were established using a gene essentiality metric score. This score defines the importance of a particular gene in propagating the signal from the ligand stimulus to the target gene. The score ranges from 0 to 1 with 1 being the most essential gene and 0 being non-essential. However, the score cannot be 0 for any gene as all the genes are at least participating in one of the paths between LPS-*IRG1*. These genes were then ranked according to their essentiality metric in these paths. The score was calculated according to the formula:

$$EM_{j}=\frac{N_{TP}-N_{jP}}{N_{TP}}$$

Where EM_j_ denotes the essentiality metric for gene *j*, N_TP_ denotes the number of total paths, N_jP_ denotes the number of paths in which gene *j* is absent. Hence, if the number of paths in which a particular gene is absent is low, its essentiality metric will be high. The top ranked TFs were then chosen to perform siRNA-mediated gene silencing experiments to analyze the effect on *IRG1* expression. Overall, the workflow from the inference of GRNs to validation studies is depicted in Fig 1.

**Fig 1:**
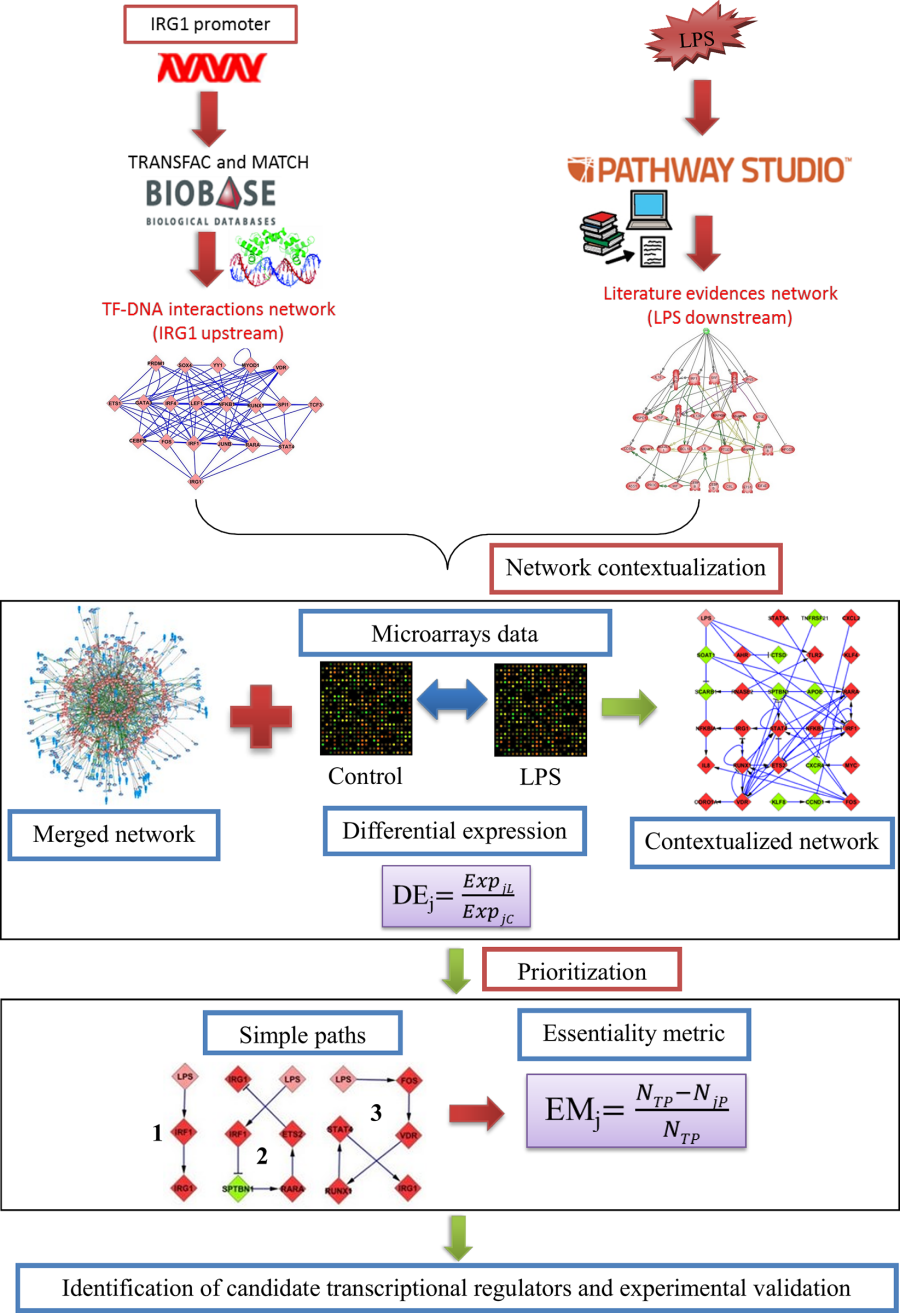
Workflow for the identification of transcriptional regulators for a specific gene. The scheme shows the workflow of the different steps followed to identify potential transcriptional regulators for a given gene under LPS exposure. The upstream network was initially constructed using the PWMs from TRANSFAC^®^ and the prediction algorithm MATCH™. The literature network downstream of LPS was inferred using the Pathway Studio knowledge database. These networks were merged and the merged network was contextualised using the booleanised genome-wide expression data. Finally, the ranking scheme with simple paths and essentiality metric resulted in a set of potential transcriptional regulators which were tested using siRNA mediated gene silencing experiments.

### Statistical analysis

Otherwise mentioned, p-values were calculated according to the Student t-test with the two-tailed distribution assuming two-sample equal variance.

## Results

### *IRG1* is expressed by different immune cells under various inflammatory conditions

We first analysed *IRG1* expression in human PBMCs-derived monocytes (Fig 2A), PBMCs-derived macrophages (Fig 2B) and PBMCs-derived dendritic cells (Fig 2C) under various inflammatory conditions induced either by LPS (10μg/mL), TNFα (50ng/mL), IFNγ (10ng/mL), LPS with TNFα or IFNγ exposures. After 6 hours, the expression levels of *IRG1* were highly increased following the different pro-inflammatory treatments in all the analysed immune cells compared to the untreated cells, with the highest levels obtained after their exposure to LPS in combination with IFNγ (Fig 2). In order to investigate *IRG1* expression over time following a pro-inflammatory stimulus, we analysed its expression levels at different time points following LPS activation. The results show that *IRG1*, similarly to the corresponding mouse gene [5], is expressed at the highest levels at 6–9 hours in both monocytes and macrophages (S1 Fig) and that its expression is already significantly induced after 40 minutes in human PBMCs-derived macrophages as well as after 20 minutes in the murine RAW264.7 macrophage cell line (S2 Fig). Taken together, these results show that *IRG1* is expressed by human monocytes, macrophages and dendritic cells and that it is rapidly induced in both human and murine macrophages under inflammatory conditions.

**Fig 2:**
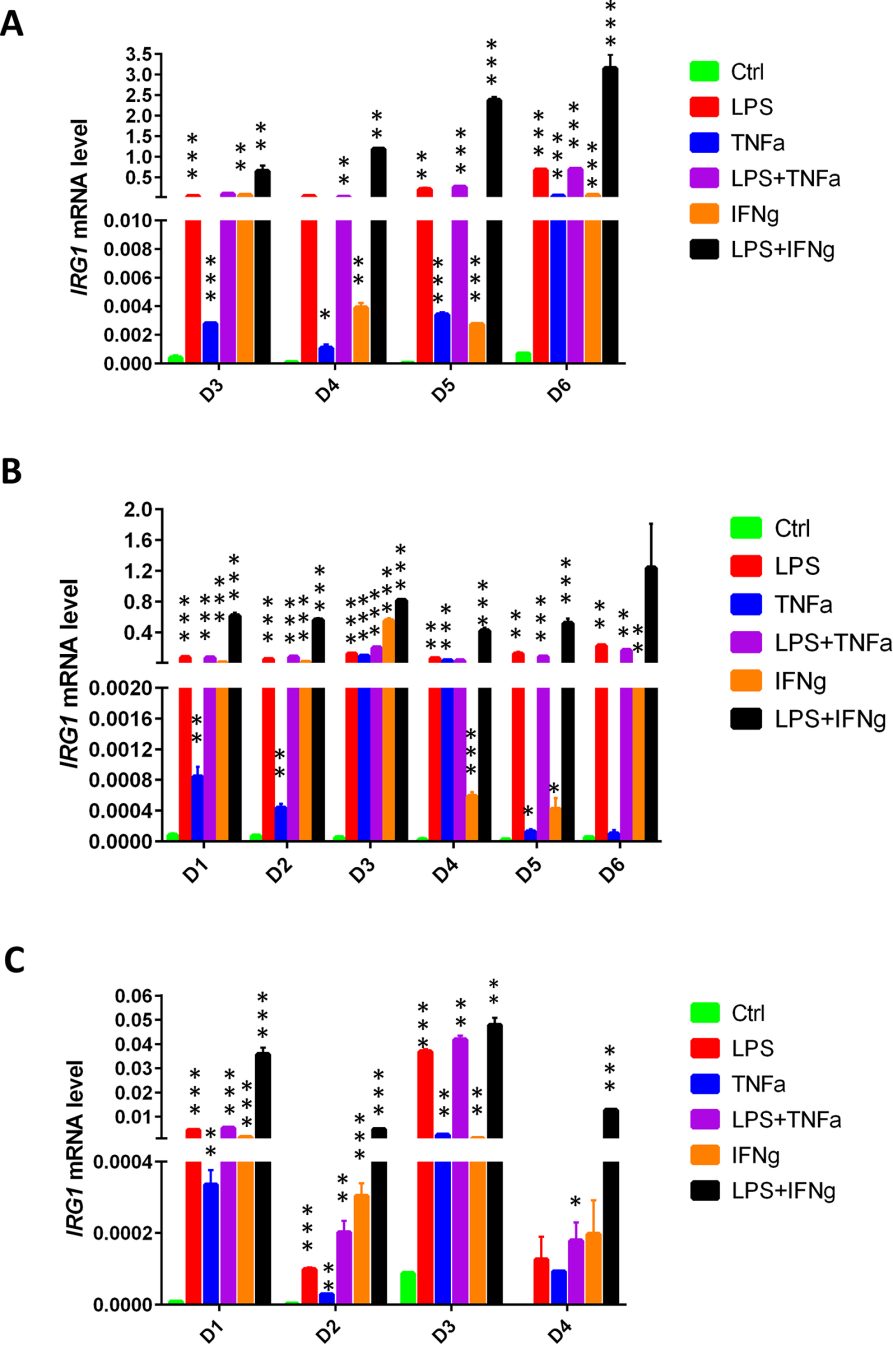
*IRG1* expression in human immune cells under pro-inflammatory conditions. RNA was extracted from (**A**) PBMCs-derived monocytes, (**B**) PBMCs-derived macrophages and (**C**) PBMCs-derived dendritic cells 6 hours after treatment with LPS (10μg/ml), TNFα (50ng/ml), IFNγ (10ng/ml) and LPS together with TNFα or IFNγ in independent donors (D1-D6). The bars show the mean of 3 technical replicates (± SEM) of *IRG1* mRNA levels measured by real-time PCR normalised with L27 as the housekeeping gene. ***p < 0.001, **p < 0.01, *p < 0.05.

### IRG1/CAD associates with mitochondria in human macrophages under inflammatory conditions

It was previously shown that the murine IRG1/CAD protein associates with mitochondria [6]. However, the sub-cellular localization of the corresponding human protein was not described until now. Thus, to elucidate IRG1/CAD compartmentalization in human macrophages, we applied immunofluorescence in combination with confocal microscopy to human PBMCs-derived macrophages under inflammatory conditions. Results showed that, similarly to the murine protein, human IRG1/CAD is accumulating in mitochondria (Fig 3A and 3B). Indeed, treatments with LPS alone or in combination with IFNγ caused significant mitochondrial accumulation of IRG1/CAD (Wilcoxon rank sum test, p < 0.001) (Fig 3C).

**Fig 3:**
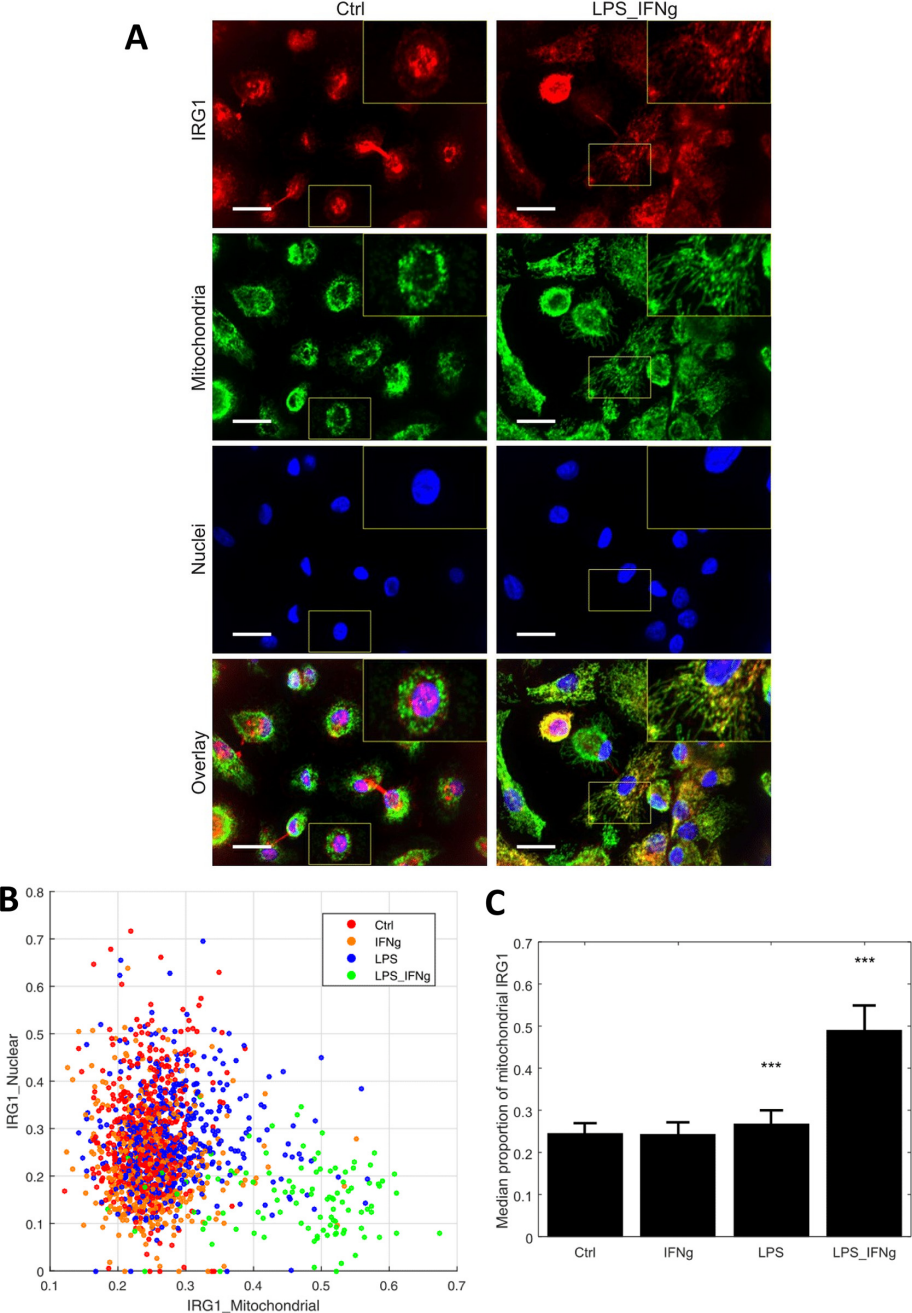
Mitochondrial accumulation of IRG1/CAD under pro-inflammatory conditions. (**A**) Immunofluorescence images show maximum projections from 11 confocal planes. Scale bars indicate 20μm. Additionally magnified image regions and 2x magnified inlets are highlighted with yellow boxes. (**B**) IRG1/CAD was detected in nuclei, mitochondria and cytoplasmic vesicular structures. To quantify mitochondrial accumulation of IRG1/CAD, nuclear and mitochondrial proportions of single cell IRG1/CAD positive pixels were analysed. (**C**) Bars represent the median proportion of mitochondrial IRG1/CAD in untreated cells, LPS, IFNγ and LPS with IFNγ treated cells. Error bars show median absolute deviations. Statistical testing was done via two sided Wilcoxon rank sum tests. ***p < 0.001 (Wilcoxon rank sum test).

### *IRG1* gene regulatory network inference and network contextualisation in mammalian macrophages

Following our results at the gene and protein level, we investigated in more details the transcriptional machinery, which is responsible for *IRG1* expression in both murine and human macrophages. Using BIOBASE resources, such as TRANSFAC^®^ and MATCH^TM^, we inferred the TF-DNA interactions (directed and unsigned) with *IRG1* as the starting node. We adopted a similar approach for both the murine and human genes. The mouse analysis resulted in an *Irg1* upstream network containing 70 nodes and 3936 edges. In parallel, the interactions (signed and directed) related to the biological process of LPS stimulation in macrophages were inferred from Pathway Studio and resulted in a LPS downstream network with 615 nodes and 1278 edges. As expected, we did not obtain *Irg1* as one of the nodes in this network reflecting the lack of specific information about the transcriptional regulation of *Irg1* following an LPS treatment. Taking the union of all the interactions, these two networks were then merged into a single network. The merged network with 663 nodes and 5214 edges established the connection between LPS and *Irg1* with common nodes from both networks.

Similarly to the analysis performed in mouse macrophages, the MATCH^TM^ algorithm with the human *IRG1* promoter sequence and the immune cell specific profile yielded an *IRG1* upstream network with 75 nodes and 4235 edges, which passed the quality threshold. The literature network downstream of LPS inferred from Pathway Studio resulted in a network of 1458 nodes and 2857 edges. As for the mouse analysis, these two networks were then merged with a total of 1490 nodes and 7092 edges.

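RAW264.7 is a mouse macrophage line derived from a tumour induced by a leukaemia virus, and lipopolysaccharide (LPS), a component of the outer membrane of Gram-negative bacteria, is sensed by macrophages through TLR4. RNA from 3 control samples and from 3 samples treated with 10 ng/mL LPS for 6 h was hybridised to Affymetrix mouse whole-transcript arrays, with 1 array per sample. The legend of S3 Fig describes 3 biological replicates. The text does not say whether these came from separate cultures, so the p-values measure the spread between these samples, part of which may be technical. The authors corrected and normalised the arrays with GCRMA, merged the probe sets of each gene and deposited log2 values for 24372 genes. The median of an array lay between 6.47 and 6.51 on this log2 scale. From the deposited values, the log2 FC of each gene (LPS minus control) was computed with limma, and p-values were adjusted over the 24372 genes by the Benjamini-Hochberg method. Genes are said to have risen or fallen where the adjusted p was under 0.05, levels are given as mean ± SD (n = 3 arrays), and the SE belongs to the log2 FC. *Irg1*, which encodes the enzyme that makes itaconic acid, is listed under its current symbol *Acod1* (Entrez gene 16365) and is called *Irg1* here as in the paper. The human macrophage samples were not analysed here.
Many deposited values repeat within a group. In the control group, 7993 genes had one value on all 3 arrays (differences under 1e-06), in the LPS group 7442 genes did, and 4249 genes did in both groups. These were mostly genes of low signal. Among the 2438 genes with the lowest mean levels, 41.9% had one value on all control arrays, and 56.4% of the tenth of genes next above them, against 4.59% of the 2438 genes with the highest mean levels. A gene with one value in each group has no measured spread, so a small log2 FC of such a gene can pass the test, and this is said where the value of such a gene is given. The SE of such a gene in limma, 0.0019, is set by the model from the variances of all genes. Neither this SE nor the p-value from it measures a spread between these samples. Between a control and an LPS array, 0 genes had equal values. If the groups were summarised separately, which the paper does not state, a small log2 FC could not be told apart from a difference in processing. The number of arrays limits the precision of all values.

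**Figure D1:**
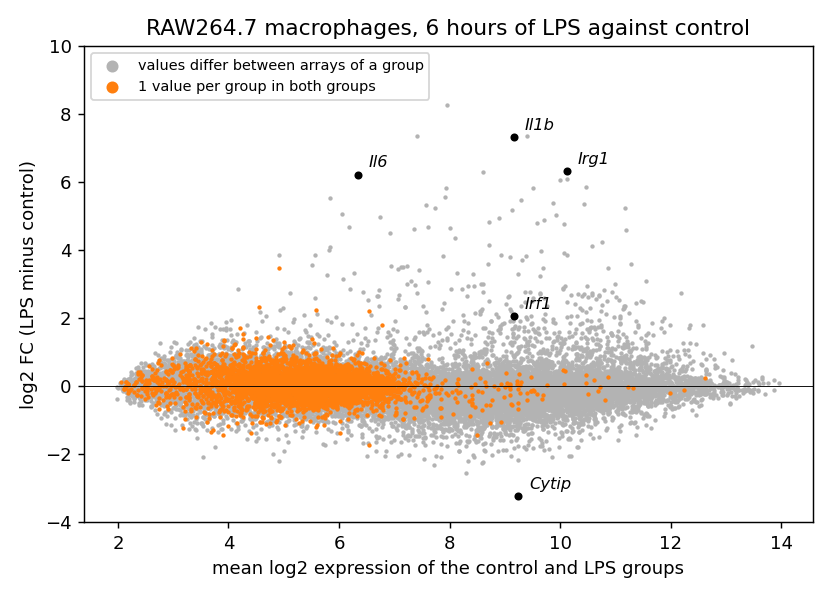
Each point is 1 of the 24372 genes, with the mean log2 expression of the control and LPS groups on the x axis and the log2 FC (LPS minus control) on the y axis. Orange points are the 4249 genes with one value per group, which lie between −1.74 and 3.48, and black points mark *Il1b*, *Irg1*, *Il6* and *Irf1*, all higher in LPS, and *Cytip*, which was lower.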

Since the murine and human merged networks were obtained from heterogeneous data, we generated genome-wide gene expression data in the murine RAW264.7 macrophage cell line and human PBMCs-derived macrophages after 6 hours of LPS stimulation for network contextualization. 

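Among the genes that rose most in LPS-activated RAW264.7 macrophages was *Ifi205*, an interferon-inducible gene, which went from 3.82 ± 0.037 on control arrays to 12.07 ± 0.43 on LPS arrays (SD, n = 3 arrays each), a log2 FC of 8.26 (SE 0.24, limma, adjusted p = 8.18e-06). *Saa3*, which encodes an acute-phase protein, rose by a log2 FC of 7.36 (SE 0.19, adjusted p = 4.8e-06), and *Lcn2*, which encodes a protein that binds bacterial iron carriers, by 5.85 (SE 0.43, adjusted p = 0.000321). The largest fall was that of *Cytip*, which encodes a partner of cytohesins, from 10.85 ± 0.64 to 7.63 ± 1.23, a log2 FC of −3.23 (SE 0.76, adjusted p = 0.0217). *Cytip* did not pass the thresholds of the study, which ask for an unadjusted p under 0.01. *Rasgrp3*, which encodes an activator of Ras proteins, fell, with a log2 FC of −2.55 (SE 0.15, adjusted p = 0.000154). Of all 24372 genes, 6520 rose and 7213 fell. Of these 13733 genes, 8956 had one value on all arrays of at least one group. Among the 13186 genes whose values differed between arrays within both groups, a selection chosen after seeing the data, 1570 rose and 2342 fell. The call for *Cytip* ended without control array 1, control array 3, LPS array 1 or LPS array 2 (adjusted p of 0.0677 to 0.0699), and over all alternatives its adjusted p ranged from 0.00514 to 0.0699.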

The differentially expressed genes (DEGs) with their respective fold changes and p-values are included in the supplementary material (S3 and S4 Tables). From these genes, we identified the top 100 DEGs (log2 FC≥|1| and p-value <0.01) between untreated and LPS-activated conditions for both mouse RAW264.7 macrophages (S3 Fig) and human PBMCs-derived macrophages (S4 Fig), respectively. 

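Interferon-inducible genes and chemokine genes stood among the largest rises of the mouse arrays. *Gbp5*, which encodes a guanylate-binding protein of cell-autonomous defence, rose by a log2 FC of 7.35 (SE 0.20, limma, adjusted p = 5.82e-06), from one value on all 3 control arrays. *Rsad2*, which encodes the antiviral enzyme viperin, rose by 6.08 (SE 0.34, adjusted p = 0.000108). The chemokine genes *Cxcl10* and *Cxcl11*, whose products attract T cells through CXCR3, rose by 6.07 (SE 0.40, adjusted p = 0.000212) and 6.29 (SE 0.25, adjusted p = 2.74e-05), the latter from one value on all 3 control arrays. All 100 genes with the largest absolute log2 FC at the thresholds of the study were up-regulated, with an absolute log2 FC of at least 2.70, and 13 of them had one value on all arrays of a group. Ranked by p-value instead, 70 of the first 100 genes had one value on all arrays of both groups, and 4 genes were shared with the ranking by log2 FC.
The falls were smaller. *Ctdspl*, which encodes a phosphatase that acts on the retinoblastoma protein, fell, with a log2 FC of −2.30 (SE 0.077, adjusted p = 1.45e-05), to one value on all 3 LPS arrays. *Wdhd1* and *Cdc6*, whose products act in the initiation of DNA replication, changed by log2 FC of −2.26 (SE 0.27, adjusted p = 0.00205) and −2.20 (SE 0.42, adjusted p = 0.011), and *Ccne2*, which encodes a cyclin of the G1/S transition, with −2.24 (SE 0.15, adjusted p = 0.000251). Falls of similar size were those of *Gemin8*, a component of the machinery that assembles spliceosomal particles, with a log2 FC of −2.21 (SE 0.078, adjusted p = 1.88e-05), and of *Cpeb1*, which encodes a regulator of mRNA polyadenylation, with −2.13 (SE 0.31, adjusted p = 0.0042). *Lbh* fell, with a log2 FC of −2.16 (SE 0.42, adjusted p = 0.012), and *Cd28*, better known as a co-stimulatory receptor of T cells, with −2.10 (SE 0.22, adjusted p = 0.00137).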

The results show that both mouse and human cells are highly affected by LPS displaying a classical pro-inflammatory signature were the classical pro-inflammatory markers, such as IL1β, CCL5 and IL6, are among the top 100 DEGs in both the species. 

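The 3 markers named by the paper were among the most strongly up-regulated genes of the mouse arrays. *Il1b*, which encodes the pyrogenic cytokine interleukin-1 beta and lies on chromosome 2 from 129364569 to 129371164 (GRCm38.p6), rose from 5.50 ± 0.13 to 12.82 ± 0.60 (SD, n = 3 arrays each), a log2 FC of 7.32 (SE 0.34, limma, adjusted p = 5.24e-05). *Ccl5*, which encodes a chemokine for T cells and monocytes (chromosome 11 from 83525778 to 83530518), rose from 8.56 ± 0.92 to 13.81 ± 0.021, a log2 FC of 5.25 (SE 0.51, adjusted p = 0.000928). *Il6*, which encodes an inducer of the acute-phase response (chromosome 5 from 30013114 to 30019975), had one value, 3.24, on all 3 control arrays and 9.46 ± 0.82 on LPS arrays, a log2 FC of 6.22 (SE 0.45, adjusted p = 0.000313).
Of 38 inflammatory cytokines and chemokines, 31 rose, 2 fell (*Il12a*, log2 FC −0.73, and *Lif*, −0.37, with one value on all control arrays) and 5 did not pass the test (31 and 2 when adjusted over the list alone). The median log2 FC of the list was 1.91 (camera, adjusted p = 4.69e-05, and adjusted p = 0.516 with an estimated correlation). The gene lists were written after the paper's table of fold changes from these arrays had been seen. The counts and camera tests of the lists, here and below, are therefore not independent of these data. *Il1a* rose by 5.82 (SE 0.79, adjusted p = 0.00323) from one value on all control arrays, *Ccl2*, which encodes a monocyte chemoattractant, by 2.74 (SE 0.48, adjusted p = 0.0083), and *Tnf* by 1.81 (SE 0.15, adjusted p = 0.000573). The members that did not pass were *Il23a* (log2 FC 0.78), *Il10* (0.31), *Ccl6* (−0.029, one value on all control arrays), *Cxcl1* (0.0072, one value on all LPS arrays) and *Tnfsf9* (0.45). In this list, 14 genes had one value on all arrays of a group, and 20 rose when only genes that varied within both groups were tested, an alternative chosen after seeing the data. The number of falls was 1 with the replicate number as a block, and 1 without control array 1, 2 or 3 or LPS array 1.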

Gene Ontology (GO) analysis reveals up-regulation of biological processes that are reflecting a pro-inflammatory response, such as “Response to molecule of bacterial origin” or “Regulation of cytokine production” in both mouse and human cells (S3 Fig and S4 Fig). 

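Antiviral genes of the interferon response rose almost without exception. Of 35 interferon-stimulated genes, 34 rose and 0 fell in limma (34 and 0 when adjusted over the list alone, with 0 falls at an unadjusted p under 0.05 or by the methods' t-test), with a median log2 FC of 2.67 (camera, adjusted p = 4.88e-07, and adjusted p = 0.564 with an estimated correlation). *Ifit1*, which encodes a sensor of foreign RNA caps, had a log2 FC of 5.83 (SE 0.33, adjusted p = 0.000113), the dynamin-like GTPase gene *Mx1* 5.34 (SE 0.24, adjusted p = 4.53e-05) and the nucleotide kinase gene *Cmpk2* 5.36 (SE 0.63, adjusted p = 0.00196). With the replicate number as a block, 32 of the list rose, among them *Ifitm3* (log2 FC 0.19), which did not pass without it.
Genes of TLR4 signalling, in a list that also takes in other Toll-like receptors such as *Tlr1* and *Tlr3*, moved both ways. Of 22 members, 6 rose, 4 fell and 12 did not pass (6 and 4 when adjusted over the list alone), and the list as a whole did not stand apart from other genes (camera, adjusted p = 0.458, and adjusted p = 0.65 with an estimated correlation; 0.0161 without the dim genes, the lowest over its alternatives at the preset correlation of camera, of which the highest was 0.576). *Tlr3*, which encodes a receptor for double-stranded RNA, rose by 2.43 (SE 0.11, adjusted p = 5.71e-05), the kinase gene *Ikbke* by 1.85 (SE 0.19, adjusted p = 0.00129), *Tlr1* by 1.72 (SE 0.18, adjusted p = 0.00132) and *Irak2* by 1.25 (SE 0.23, adjusted p = 0.00907). The falls were those of the receptor gene *Tlr4* itself (log2 FC −0.79) and of the kinase genes *Irak4* (−0.66), *Irak1* (−0.47) and *Map3k7* (−0.28).
Of 18 feedback inhibitors of signalling, 13 rose, 2 fell (*Cd200r1*, log2 FC −0.29, and *Pdlim2*, −0.26) and 3 did not pass (*Dusp1*, *Dusp4* and *Il10*), with 13 and 2 when adjusted over the list alone (camera, adjusted p = 0.022, and adjusted p = 0.564 with an estimated correlation). Rises numbered 12 with the replicate number as a block, and falls 1 after quantile normalisation or without the dim genes. *Socs3* and *Cish*, whose products restrain cytokine receptors, rose by 3.86 (SE 0.46, adjusted p = 0.00197) and 3.08 (SE 0.40, adjusted p = 0.00281), *Nfkbia*, which encodes the inhibitor of NFκB, by 2.35 (SE 0.16, adjusted p = 0.000242), and *Il1rn*, which encodes the antagonist of the interleukin-1 receptor, by 2.21 (SE 0.22, adjusted p = 0.00109). Of 16 genes of inflammasomes and caspases, 8 rose (8 when adjusted over the list alone; camera, adjusted p = 0.328, and adjusted p = 0.564 with an estimated correlation). The list passed camera without the dim genes (0.0115) and without genes of almost no spread (0.0484), within 0.0115 to 0.417 over its alternatives at the preset correlation. Among the members that fell were *Casp6* and *Casp9*, with log2 FC of −0.90 and −0.74, and *Casp2*, *Casp8*, *Aim2*, *Pycard* and *Gsdme* did not pass. With the replicate number as a block, 8 members rose and 5 fell. *Casp1*, which encodes the protease that matures interleukin-1 beta, rose by 1.73 (SE 0.099, adjusted p = 0.000125) and its substrate gene *Il18* by 1.71 (SE 0.28, adjusted p = 0.00657).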

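Genes of DNA replication, mitosis and DNA repair were lower in LPS-activated RAW264.7 macrophages. Of 40 genes of the G1/S transition and DNA replication, 31 fell and 0 rose in limma (34 and 0 when adjusted over the list alone, with 0 rises at an unadjusted p under 0.05 or by the methods' t-test), with a median log2 FC of −1.13 (camera, adjusted p = 0.000423, and adjusted p = 0.65 with an estimated correlation). *Rrm2*, which encodes a subunit of the enzyme that supplies deoxynucleotides, fell, with a log2 FC of −1.83 (SE 0.19, adjusted p = 0.00134). Of 30 genes of G2/M and mitosis, 22 fell and 0 rose in limma (24 and 0 when adjusted over the list alone, with 0 rises by the other counts named above), with a median log2 FC of −0.56 (camera, adjusted p = 0.00151, and adjusted p = 0.597 with an estimated correlation). The kinetochore gene *Cenpf* fell, with a log2 FC of −0.94 (SE 0.17, adjusted p = 0.00914), the spindle checkpoint kinase gene *Ttk* with −0.85 (SE 0.11, adjusted p = 0.00237) and *Anln*, which encodes a protein of the cytokinetic ring, with −0.93 (SE 0.14, adjusted p = 0.00454), to one value on all LPS arrays. The kinase gene *Aurkb* fell, with a log2 FC of −0.78 (SE 0.20, adjusted p = 0.0287). Of 21 genes of DNA repair, 17 fell and 0 rose in limma (17 and 0 when adjusted over the list alone, with 0 rises by the same other counts), with a median log2 FC of −1.01 (camera, adjusted p = 0.000378, and adjusted p = 0.564 with an estimated correlation). Those that fell included *Brca1* and *Xrcc2*, which act in homologous recombination, with log2 FC of −1.92 (SE 0.0072, adjusted p = 6.23e-09) and −1.46 (SE 0.13, adjusted p = 0.00074), the latter with one value on all LPS arrays, and the mismatch repair gene *Msh6*, with −1.67 (SE 0.013, adjusted p = 6e-08). The values of *Brca1* and *Msh6* hardly differed within groups, which lowers their p-values.
Of 13 members of the E2F family and its partners, some of which drive and others repress the genes of the G1/S transition, 7 fell, 1 rose and 5 did not pass (7 and 1 when adjusted over the list alone). *E2f7* fell, with a log2 FC of −2.02 (SE 0.17, adjusted p = 0.000554), *E2f8* with −1.75 (SE 0.26, adjusted p = 0.00461), *Tfdp2* with −1.69 (SE 0.13, adjusted p = 0.000376), *E2f2* with −1.38 (SE 0.092, adjusted p = 0.000229) and *E2f1* with −1.30 (SE 0.19, adjusted p = 0.00412). *E2f5* was the member that rose (log2 FC 1.18), a count that was 0 without control array 1, 2 or 3. The members that did not pass were *E2f4*, *E2f6*, *Tfdp1*, *Rb1* and *Rbl1*. With the replicate number as a block, 37 of the G1/S genes, 28 of the G2/M genes and 10 members of the E2F family fell. Against other genes, the shift of the family gave an adjusted p of 0.12 with camera and 0.549 with an estimated correlation, and passed with centring (0.0298), without the dim genes (0.0336), without genes of almost no spread (0.012) and with the block (0.0359; 0.00346 to 0.184 over its alternatives at the preset correlation). Without both arrays numbered 3, which stand apart from the others, 11 of the G2/M genes fell, and 10 of the repair genes fell when only genes that varied within both groups were tested, both alternatives chosen after seeing the data. The call for *Aurkb* ended without control array 1, 2 or 3 or LPS array 1 (adjusted p of 0.0568 to 0.0857) and without both arrays numbered 3 (0.106), within a range of 0.0131 to 0.106 over its alternatives.

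**Figure D2:**
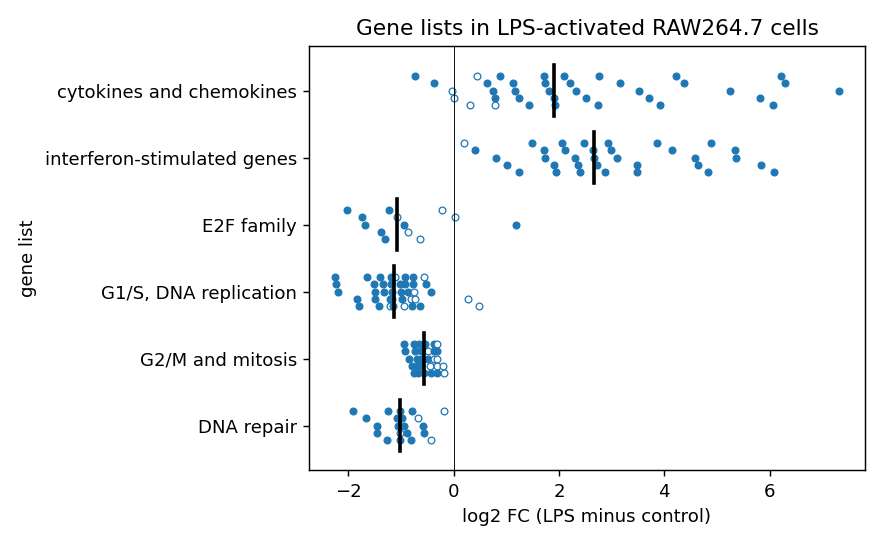
The x axis gives the log2 FC (LPS minus control) and each row of points a gene list. Filled points are members past an adjusted p of 0.05, open points are the other members and the black bar is the median, which is 1.91 for the cytokines and chemokines, 2.67 for the interferon-stimulated genes and −1.13 for the genes of G1/S and DNA replication.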

Down-regulated biological processes are related to cell cycle in mouse cells (S3 Fig), while in human macrophages they are associated to different metabolic processes, such as lipid metabolism (S4 Fig). In order to focus our analysis on transcriptional regulators, we generated heatmaps showing all the differentially expressed transcription factors under the previous conditions (Fig 4A and 4B). 

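All 61 transcription factors of Fig 4B were found on the arrays, and at the thresholds of the study 28 were up-regulated and 33 were down-regulated. With the replicate number as a block, 19 and 30 were. The study chose these factors on the same samples, so the counts are not independent evidence of their direction. Among the factors that rose were *Sp140*, which encodes a nuclear body protein of immune cells, with a log2 FC of 2.58 (SE 0.20, adjusted p = 0.000428) in limma, and the related *Sp100*, with 2.14 (SE 0.056, adjusted p = 5.43e-06) and one value on all control arrays. The orphan nuclear receptor gene *Nr4a1* rose by 2.26 (SE 0.21, adjusted p = 0.000845), *Pou2f2*, which encodes an octamer-binding factor, by 1.68 (SE 0.17, adjusted p = 0.00114), and *Zfp281* by 1.39 (SE 0.066, adjusted p = 5.76e-05). Among those that fell were *Bcl6*, which encodes a repressor of inflammatory genes, with a log2 FC of −1.88 (SE 0.28, adjusted p = 0.00453), and *Mef2c*, which encodes a factor of myeloid and muscle differentiation, with −1.67 (SE 0.33, adjusted p = 0.0117). *Zfpm1*, whose product binds GATA factors, fell, with a log2 FC of −1.52 (SE 0.12, adjusted p = 0.000398), *Zfhx3* with −1.41 (SE 0.20, adjusted p = 0.00357) and the osteoclast factor gene *Nfatc1* with −1.08 (SE 0.070, adjusted p = 0.00021). *Nfxl1* rose by 1.41 (SE 0.24, adjusted p = 0.00705), with an adjusted p of 0.0545 where the replicate number was a block and 0.00304 to 0.0545 over its alternatives. *Patz1* fell, with a log2 FC of −1.08 (SE 0.22, adjusted p = 0.0137), with an adjusted p of 0.0508 without control array 1 (0.00043 to 0.0508 over its alternatives). Without both arrays numbered 3, a choice made after seeing the data, 20 factors were down-regulated, and *Bcl6* had an adjusted p of 0.0576 (0.000792 to 0.0576 over its alternatives).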

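*Nfkb1* and *Nfkb2*, which encode the p105 and p100 precursors of NFκB subunits, rose by log2 FC of 1.604 (SE 0.034, limma, adjusted p = 2.4e-06; one value on all control arrays) and 1.41 (SE 0.18, adjusted p = 0.0024). *Relb* rose by 1.01 (SE 0.20, adjusted p = 0.0126) and *Rela* by 0.51 (SE 0.082, adjusted p = 0.00586), whereas *Rel* had a log2 FC of 1.15 (SE 0.39, adjusted p = 0.064). Of 15 genes of the NFκB family and its inhibitors, 11 rose and 0 fell in limma (12 and 0 when adjusted over the list alone, with 0 falls at an unadjusted p under 0.05 or by the methods' t-test), with a median log2 FC of 1.41 (camera, adjusted p = 0.00637, and adjusted p = 0.578 with an estimated correlation). The inhibitor genes *Nfkbiz* and *Tnfaip3* rose by 2.11 (SE 0.42, adjusted p = 0.0122) and 1.92 (SE 0.32, adjusted p = 0.00686), *Bcl3* by 1.86 (SE 0.37, adjusted p = 0.0121), *Tnip1* by 1.67 (SE 0.081, adjusted p = 6.45e-05), *Nfkbib* by 1.56 (SE 0.070, adjusted p = 4.74e-05) and *Nfkbie* by 1.32 (SE 0.19, adjusted p = 0.00385). Besides *Rel*, the members that did not pass were *Nfkbid* (log2 FC 0.48), *Tnip2* (0.35) and *Tnip3* (0.033, which turned to −0.067 after quantile normalisation). *Rel* passed with the replicate number as a block (adjusted p = 0.0453), with centring (0.0466) and without genes of almost no spread (0.0494, within 0.0453 to 0.17 over its alternatives), and *Bcl3* did not pass without both arrays numbered 3, a choice made after seeing the data (adjusted p = 0.0695, within 0.00274 to 0.0695).
The interferon regulatory factors did not move as one family. *Irf7*, which encodes a driver of type I interferon genes, rose by 4.12 (SE 0.36, adjusted p = 0.000652) and *Irf9*, which encodes the DNA-binding part of the complex downstream of interferon receptors, by 1.41 (SE 0.18, adjusted p = 0.00252). *Irf5* rose by 0.54 (SE 0.072, adjusted p = 0.00302) from one value on all control arrays. With *Irf1*, 4 members rose (4 when adjusted over the list alone; camera, adjusted p = 0.527, 0.00632 without the dim genes and 0.00632 to 0.574 over its alternatives at the preset correlation, and adjusted p = 0.827 with an estimated correlation), and *Irf4* fell, with −0.51 (SE 0.077, adjusted p = 0.00474). *Irf2* had a log2 FC of 0.58, *Irf3* of −0.13 and *Irf8* of 0.015, none past the test, and *Irf8* changed sign after quantile normalisation, as did *Irf3* without LPS array 3.
Of 22 members of the AP-1, ATF and MAF family, 8 rose, *Junb* among them, and 0 fell in limma (8 and 0 when adjusted over the list alone, with 1 fall at an unadjusted p under 0.05 and 0 by the methods' t-test; camera, adjusted p = 0.142, and adjusted p = 0.564 with an estimated correlation). *Batf2* rose by 2.22 (SE 0.20, adjusted p = 0.000733), *Mafk* by 1.18 (SE 0.22, adjusted p = 0.0106) and the stress-response factor gene *Atf3* by 1.07 (SE 0.19, adjusted p = 0.00841), while *Fos* and *Jun* had log2 FC of −0.17 and −0.36 and did not pass. The camera result of this family passed without the dim genes (adjusted p = 0.00676) and with spread in both groups (0.0355, a selection made after seeing the data, in which 4 members rose), within 0.00676 to 0.231 over its alternatives at the preset correlation. *Mafk* did not pass with the replicate number as a block (adjusted p = 0.0645, within 0.00483 to 0.0645 over its alternatives), where 7 members rose, and without control array 1 the family had 1 fall.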

The classical pro-inflammatory-associated transcription factors, such as NFκB, JUNB and IRFs, are highly up-regulated in LPS conditions when compared to untreated cells. In human cells, 1051 genes were up-regulated in LPS conditions when compared to control and, among them, 64 were transcription factors, while a total of 90 genes were down-regulated and 5 were transcription factors (Fig 4C). 

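Among the up-regulated regulators were *Zhx2*, with a log2 FC of 1.70 (SE 0.24, limma, adjusted p = 0.00362), *Arid5a*, whose product stabilises *Il6* mRNA, with 1.29 (SE 0.18, adjusted p = 0.00327), and *Klf3*, with 1.24 (SE 0.14, adjusted p = 0.00189). *Cers6*, which encodes a ceramide synthase with a homeobox-like domain, rose by 1.84 (SE 0.33, adjusted p = 0.0089). Among the down-regulated regulators were *Smad1*, which encodes a mediator of bone morphogenetic protein signals, with a log2 FC of −1.05 (SE 0.15, adjusted p = 0.00399), *Etv5* with −1.07 (SE 0.13, adjusted p = 0.00204), *Meis1* with −1.06 (SE 0.18, adjusted p = 0.00734) and *Nfic* with −1.31 (SE 0.14, adjusted p = 0.00134). With limma at an absolute log2 FC of at least 1 and an unadjusted p under 0.01, 617 genes were up-regulated and 451 down-regulated in RAW264.7 macrophages, of which 28 and 33 were the factors printed in Fig 4B. Among the genes above the median level, 407 were up-regulated and 349 down-regulated. With the absolute log2 FC raised to 1.33, a threshold taken after seeing the data from the spread of olfactory and vomeronasal receptor genes, the counts were 376 and 161.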

In mouse macrophages, a total of 564 genes were up-regulated and, among them, 28 were transcription factors, while 397 genes were down-regulated and 33 were transcription factors (Fig 4D).

**Fig 4:**
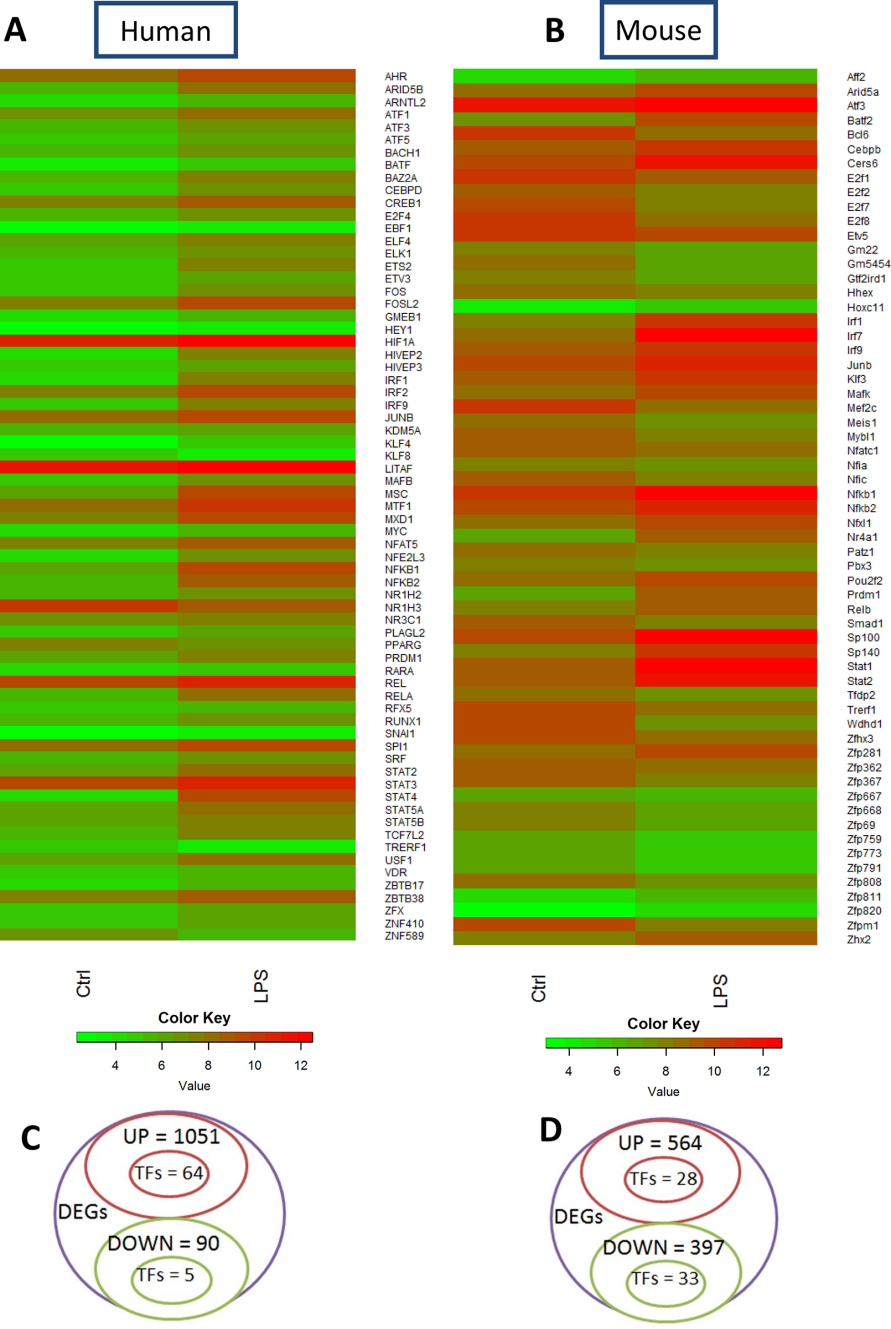
Heatmap of transcription factors and Venn diagrams of microarrays data. (**A, B**) Heatmaps of all the differentially expressed transcription factors (source: Animal TFDB) from (**A**) human and (**B**) mouse microarrays data. (**C, D**) Venn diagrams showing the number of differentially expressed genes and transcription factors under LPS stimulation in (**C**) human PBMCs-derived macrophages and (**D**) mouse RAW264.7 macrophages.

The relevance of these genome-wide gene expression data to prune the networks allowed us to remove the interactions that were inconsistent with the gene expression data as well as to infer the signs to the previously unsigned interactions from *IRG1* upstream networks. The interactions of LPS with the nodes of this contextualised networks were retrieved from the LPS downstream networks and added to the contextualised networks. The resultant signed and directed mouse network had 40 nodes and 70 edges (S5 Fig), while the human network had 33 nodes and 72 edges (S6 Fig).

### Identification of *IRG1* transcriptional regulators from the contextualised networks

From the contextualised networks, we then aimed to identify the potential transcriptional regulators of *IRG1*. For this, all the possible paths that connect LPS and *IRG1* were calculated using the K Shortest Simple (loopless) Paths—“graphkshortestpaths”—implementation from Matlab and the representation of the resultant networks is shown in Fig 5. In the mouse network, *Irg1* has direct connections with the transcriptional regulators IRF1, PRDM1, CEBPD and STAT1, while it has indirect connections with JUNB and CEBPB (Fig 5A). Similarly, in the human network, *IRG1* is directly connected to the transcriptional regulators IRF1, VDR, STAT4, RUNX1, RARA and ETS2, with RARA and ETS2 be predicted to have an inhibitory effect on *IRG1* expression. Moreover, *IRG1* has one indirect interaction with FOS, which, according to the network, transcriptionally regulates *IRG1* in multiple ways (Fig 5B).

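*Irg1* was among the most strongly up-regulated genes of the mouse arrays. It lies on chromosome 14 from 103047012 to 103056573 (GRCm38.p6) and rose from 6.97 ± 1.17 on control arrays to 13.29 ± 0.079 on LPS arrays (SD, n = 3 arrays each), a log2 FC of 6.32 (SE 0.64, limma, adjusted p = 0.00112). The control arrays spread widely, with values of 7.93, 7.30 and 5.67, but all lay below the LPS arrays. Direct regulators in the paper's network rose too. The paper pruned this network using only differentially expressed genes of the arrays, so rises of its regulators are not independent evidence for it. *Prdm1* (chromosome 10 from 44437174 to 44528558), which encodes the repressor BLIMP-1, rose from 6.68 ± 0.057 to 9.12 ± 0.49, a log2 FC of 2.44 (SE 0.27, adjusted p = 0.0016). *Cebpd* (chromosome 16 from 15887286 to 15889545), which encodes an acute-phase factor, rose from 6.46 ± 0.013 to 7.55 ± 0.27, a log2 FC of 1.09 (SE 0.15, adjusted p = 0.00324). Of the indirect regulators, *Junb* (chromosome 8 from 84976909 to 84978748), which encodes a subunit of AP-1, rose from 9.73 ± 0.022 to 11.32 ± 0.19, a log2 FC of 1.59 (SE 0.10, adjusted p = 0.000197). The values of *Irf1* and *Cebpb* are given at the sentences that report them.
In the STAT family (camera, adjusted p = 0.259, and adjusted p = 0.668 with an estimated correlation), *Stat2* rose by 2.57 (SE 0.23, adjusted p = 0.000671), *Stat3* by 0.68 (SE 0.18, adjusted p = 0.0305) and *Stat4*, with one value per group in both groups, by a log2 FC of 0.34. *Stat6* fell, with a log2 FC of −0.47 (SE 0.14, adjusted p = 0.0445), the 1 fall of the family (1 when adjusted over the list alone), and the log2 FC of *Stat5a* and *Stat5b* were 0.27 and −0.25. The call for *Stat3* ended without control array 1 or 2 or without LPS array 1, 2 or 3 (adjusted p of 0.0578 to 0.0905, within 0.00846 to 0.0905 over its alternatives). That for *Stat6* ended without any 1 array but LPS array 3 (0.114 to 0.12), with the unmoderated test (0.0601), without the dim genes (0.0529), with spread in both groups (0.0511) and with the replicate number as a block (0.0805, within 4.14e-06 to 0.12 over its alternatives), where 0 members of the family fell. Without LPS array 3, 2 members fell.
The paper used the expression data in booleanised form to remove from its merged network the interactions that ran against them and to give signs to those upstream of *Irg1* that had none. From the paths between LPS and *Irg1* in the pruned network, it states direct connections of *Irg1* with factors that include IRF1, PRDM1 and CEBPD and indirect connections with JUNB and CEBPB, as its potential transcriptional regulators.

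**Figure D3:**
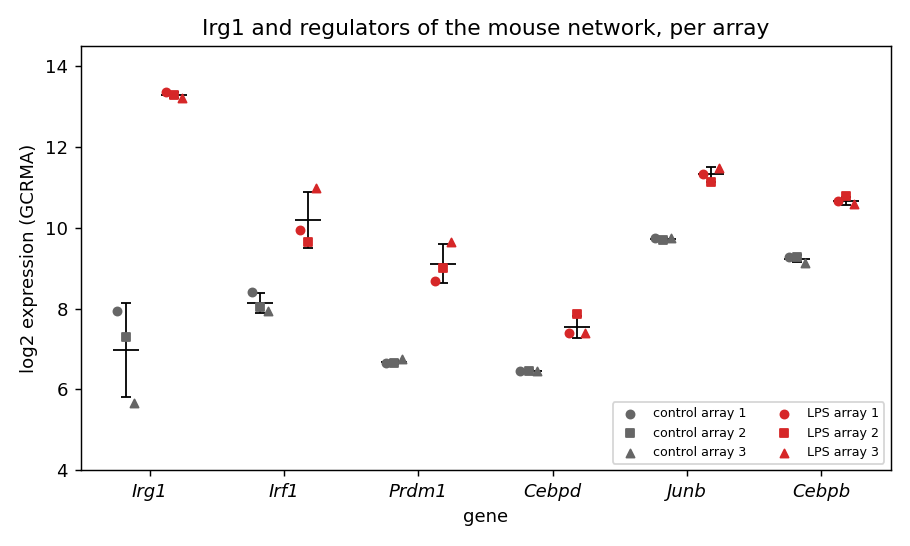
The y axis gives log2 expression (GCRMA) of *Irg1* and 5 regulators. Grey symbols are control arrays, red symbols LPS arrays, with circles, squares and triangles for arrays 1, 2 and 3, and lines show mean ± SD (n = 3). For each gene all LPS arrays lie above all control arrays, and the control arrays of *Irg1* spread from 5.67 to 7.93.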

**Fig 5:**
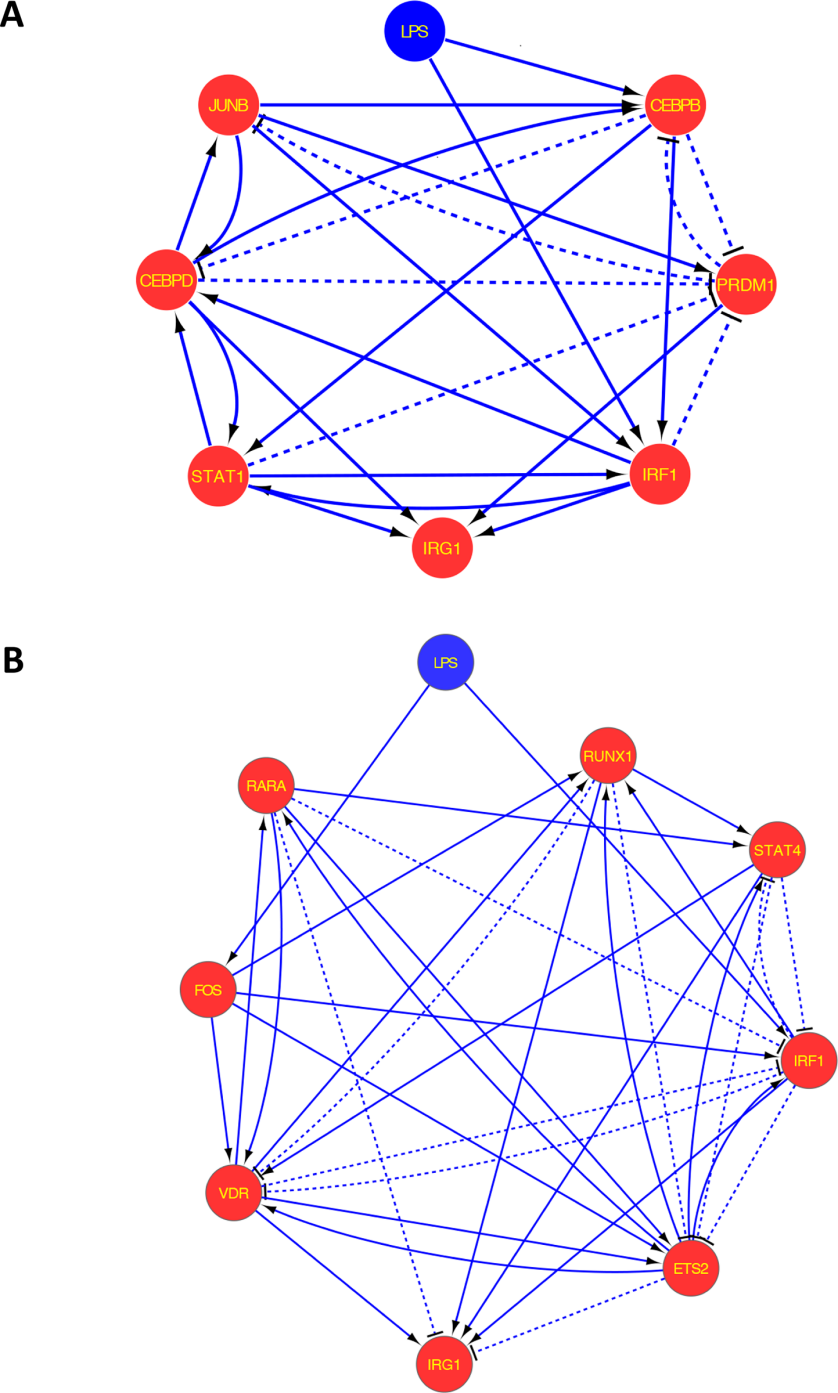
All possible paths from LPS to *IRG1* from the contextualised network. (**A**) Mouse and (**B**) human networks hierarchical layouts after calculating all possible paths between LPS and *IRG1* from the contextualised networks. *IRF1*, interferon regulatory factor 1; CEBPB, CCAAT/enhancer binding protein (C/EBP) beta; CEBPD, CCAAT/enhancer binding protein (C/EBP) delta; STAT1, signal transducer and activator of transcription 1; JUNB, Jun B proto-oncogene; PRDM1, PR domain containing 1 with ZNF domain; STAT4, signal transducer and activator of transcription 4; FOS, FBJ murine osteosarcoma viral oncogene homolog; ETS2, v-ets avian erythroblastosis virus E26 oncogene homolog 2; VDR, vitamin D (1,25-dihydroxyvitamin D3) receptor; RARA, retinoic acid receptor alpha; RUNX1, runt-related transcription factor 1. Solid line: activation; dashed line: inhibition.

Given the topology of these simple paths networks, we then calculated the gene essentiality metric for all the transcriptional regulators to rank their importance in the network (Table 1). The essentiality metric scores were calculated as described in *Materials and Methods*. The total paths represent the number of paths in the simple paths networks from LPS to *IRG1*. The paths present after perturbation of transcriptional regulators is the number of paths where a specific regulator is not present and does not disturb the signal transduction between LPS and *IRG1*. A higher essentiality metric score value corresponds to a higher importance of the specific node between LPS and *IRG1*.

**Table 1:** Transcription factors gene essentiality metric scores.

Transcriptional regulator	Total paths	Paths present after perturbation of a transcriptional regulator	Essentiality metric
**Mouse**			
IRF1	92	14	0.85
CEBPB	92	15	0.84
CEBPD	92	18	0.80
PRDM1	92	22	0.76
STAT1	92	26	0.72
JUNB	92	45	0.51
**Human**			
IRF1	100	27	0.73
ETS2	100	44	0.56
FOS	100	46	0.54
VDR	100	57	0.43
RUNX1	100	65	0.35
RARA	100	70	0.30
STAT4	100	73	0.27

The gene essentiality metric scores were calculated from the mouse and human simple paths networks. Columns description: (1) transcription factor, (2) total number of paths from the simple paths network (***Np***), (3) paths present when a particular transcription factor is perturbed (absent) (***N*j**), (4) essentiality metric score calculated as **EMj** = (***Np*** - ***N*j**)/ ***N*j**.

Based on these scores, we were then interested to investigate the effect of the transcriptional regulator IRF1 on *IRG*1 expression, since from our ranking, IRF1 resulted to be the top scoring transcriptional regulator in both the mouse and human networks.

### Silencing of *IRF1* reduces *IRG1* expression levels in mammalian macrophages

Gene interference mediated by siRNAs is widely used to study the effects caused by gene silencing in functional genomics and therapeutic applications [33,34], hence we adapted this technique to our cellular models. Mouse RAW264.7 cells or human PBMCs-derived macrophages were transfected with siRNA targeting *IRF1* or with a non-targeting siRNA as control. After 24 hours of transfection, mouse cells were stimulated with LPS and RNA was extracted after 2 hours. As a proof of concept, we first silenced *Cebpb*, our second top scoring transcriptional regulator. Indeed, CEBPB was already previously described to be a transcription factor responsible for *irg1* induction in zebrafish [12]. Silencing of *Cebpb* resulted in 55% and 45% decrease of the *Cebpb* mRNA levels when compared to the non-targeting siRNA in unstimulated and LPS-treated cells, respectively (S7 Fig). Correspondingly, *Irg1* expression was decreased by 69% and 16% in *Cebpb* silenced cells as compared to non-targeting siRNA in unstimulated and LPS treated cells, respectively (S7 Fig). Thus, these results confirm the previous findings in zebrafish, showing that CEBPB is a transcriptional regulator of *Irg1* in mouse macrophages, as also predicted by our analysis.

Silencing of *Irf1*, our first top scoring transcription factor, resulted in 55% and 45% decrease of the *Irf1* mRNA levels when compared to the non-targeting siRNA in unstimulated and LPS-treated cells, respectively (Fig 6A). Correspondingly, *Irg1* expression was significantly decreased by 66% and 26% in *Irf1* silenced cells as compared to non-targeting siRNA in unstimulated and LPS treated cells, respectively (Fig 6B). In parallel, proteins were extracted from the cells 4 hours after LPS stimulation. As expected, IRF1 and IRG1/CAD proteins were not detectable in control conditions, while they were detected in LPS-stimulated cells in both siRNA *Irf1* and non-targeting siRNA conditions. In accordance with gene expression results, IRF1 and IRG1/CAD expression levels both decreased in *Irf1* silenced cells as compared to non-targeting siRNA transfected cells following LPS stimulation (Fig 6C). As IRG1/CAD has been recently described to enzymatically convert cis-aconitic acid into itaconic acid [5], we next measured itaconic acid levels in *Irf1* silenced cells. Indeed, itaconic acid amounts in siRNA *Irf1* cells were decreased by 11% in unstimulated cells and by 20% in LPS-treated cells when compared to non-targeting siRNA treated cells (Fig 6D and 6E).

**Fig 6:**
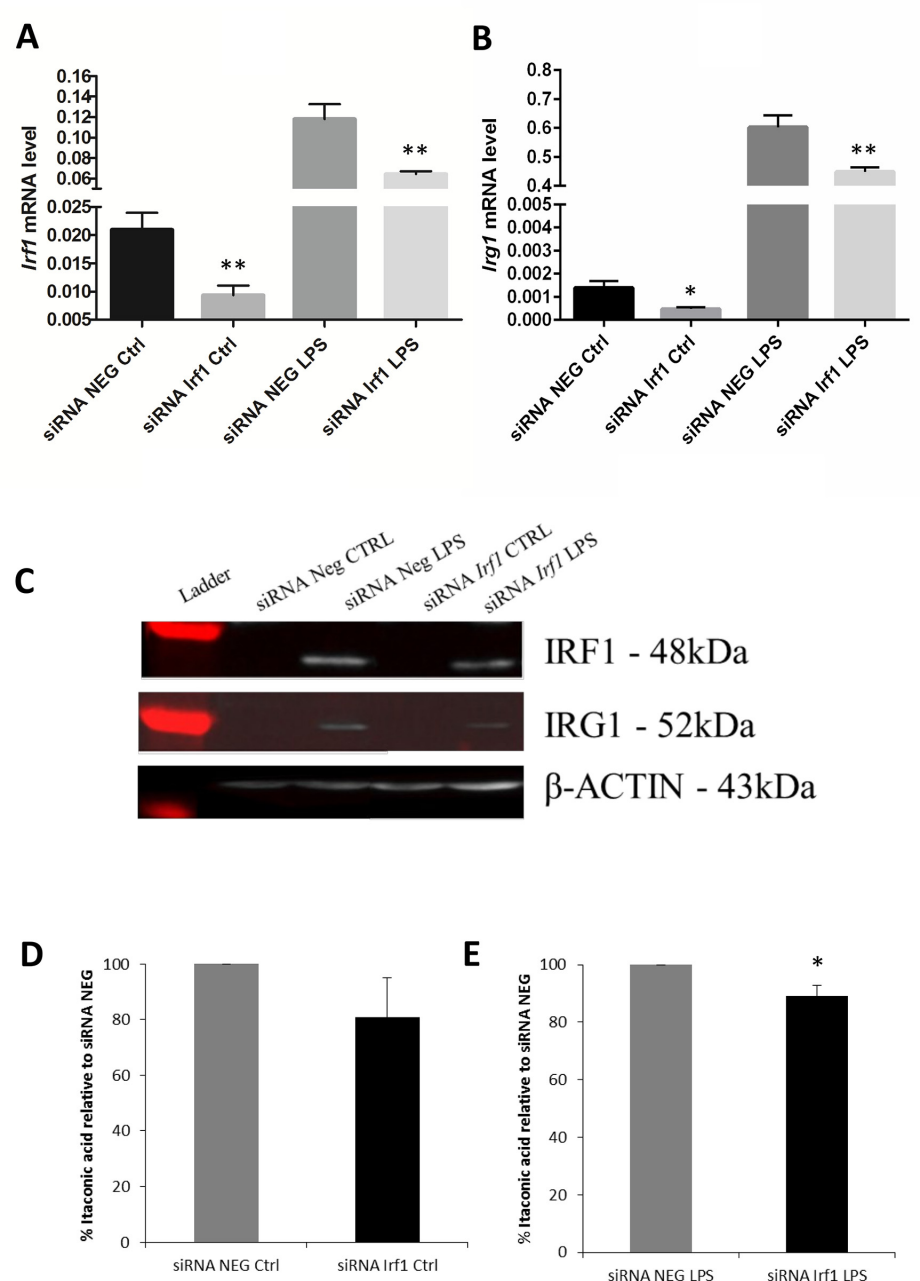
siRNA *Irf1* mediated gene silencing in mouse RAW264.7 macrophages. (**A, B**) RAW264.7 cells were transfected with siRNA negative (siRNA NEG) or siRNA specific to *Irf1* (siRNA Irf1) 24 hours before treatment and RNA was extracted 2 hours after activation with LPS (10ng/ml). The bars show the mean of 3 biological replicates (± SEM) of (**A**) *Irf1* and (**B**) *Irg1* mRNA levels measured by real-time PCR normalised with L27 as the housekeeping gene. **p < 0.01, *p < 0.05. (**C**) Proteins were extracted from transfected cells after 4 hours of LPS stimulation. Western blot bands of IRF1, IRG1/CAD and β-ACTIN proteins are shown. (**D, E**) Metabolites were extracted from transfected cells after 4h of LPS stimulation and analysed by GC-MS. Itaconic acid levels in *Irf1* silenced cells were calculated as the percentage relative to the non-specific transfected cells in (**D**) control and (**E**) LPS activated cells. Error bars and statistical significance were calculated from 3 biological replicates (± SEM). *p < 0.05.

Similarly to the mouse macrophages, human PBMCs-derived macrophages were transfected for 24 hours with siRNA specifically targeting *IRF1* or a non-targeting siRNA as control. Transfected macrophages were then stimulated with LPS and RNA was extracted after 6 hours. Differently from mouse macrophages, human primary macrophages do not have a detectable basal level of *IRG1* expression, thus we only analysed gene expression levels following LPS exposure. As a result of *IRF1* silencing, which held a decrease of its expression levels, as an average of four donors, by 54% (Fig 7A), *IRG1* expression levels were correspondingly reduced by approximately 50% under LPS conditions (Fig 7B) in siRNA *IRF1* transfected cells when compared to non-targeting siRNA treated cells. In order to gain additional support for IRF1 as a direct regulator of the *IRG1* locus, we overlaid the putative top scoring IRF1 binding motifs identified in our MATCH™ analysis (S2 Table) with open chromatin regions in the human *IRG1* locus in PBMCs and blood CD14+ monocytes using publicly available ENCODE data on UCSC Genome Browser (S8 Fig). The results show that, in the human monocyte lineage, IRF1 binding sites in the *IRG1* locus are associated with active chromatin marks, such as H3K4me1 and H3K27ac, which mark active/poised enhancers and which could represent putative IRF1 binding sites responsible for *IRG1* expression.

**Fig 7:**
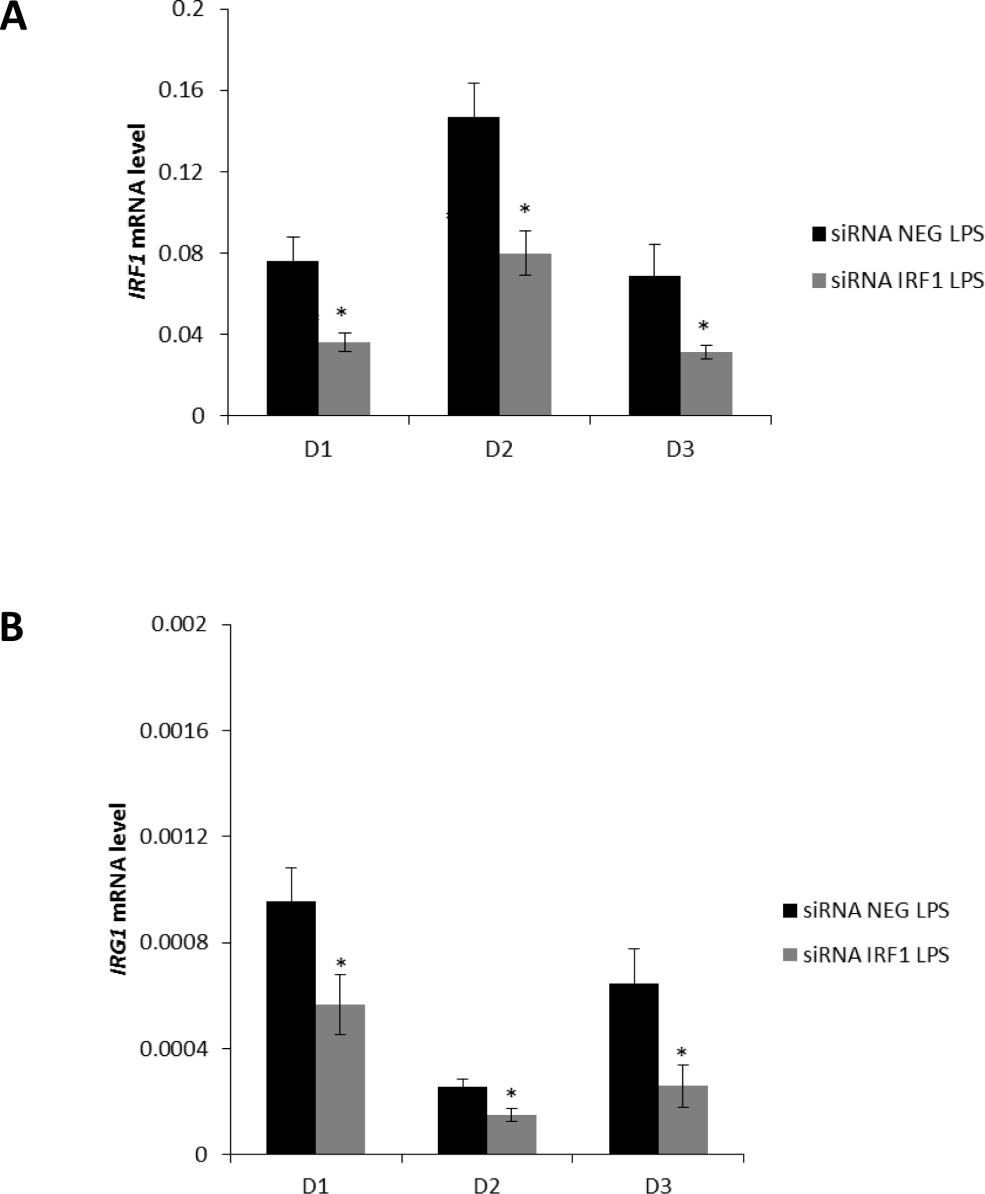
siRNA *IRF1* mediated gene silencing in human PBMCs-derived macrophages. PBMCs-derived macrophages were transfected with siRNA negative (siRNA NEG) or siRNA specific to *IRF1* (siRNA IRF1) 24 hours before treatment and RNA was extracted 6 hours after activation with LPS (10μg/ml) in independent donors (D1-D3). The bars show the mean of (**A**) *IRF1* and (**B**) *IRG1* mRNA levels of 3 technical replicates (± SEM) measured by real-time PCR normalised with L27 as the housekeeping gene. *p < 0.05.

Taken together, these results show that IRF1 is a transcriptional regulator of *IRG1* in both mouse and human macrophages and that our combination of computational and experimental approaches represents an efficient method to identify transcriptional regulators of a given inducible gene.

## Discussion

We have recently revealed that *IRG1* codes for the enzyme IRG1/CAD which catalyses the decarboxylation of cis-aconitate, a TCA cycle intermediate, to itaconic acid [5]. This metabolite inhibits isocitrate lyase, the key enzyme of the glyoxylate shunt [35,36]. We demonstrated that silencing *Irg1* in murine macrophages decreases itaconic acid levels resulting in a defective antimicrobial activity towards different bacterial infections. Thus, we showed that IRG1/CAD, by the production of itaconic acid from a TCA cycle intermediate, plays an essential role in innate immune responses. Here, we additionally show that *IRG1* is not only expressed by human macrophages, but also by monocytes as well as by dendritic cells. Thus, due to the important role of IRG1/CAD at the interface between the innate immune system and the central carbon metabolism, we aimed to shed more light into its expression and transcriptional regulation under inflammatory conditions.

For this, we designed an integrative approach of computational and experimental methods to identify the transcriptional regulators of *IRG1* in mammalian macrophages, where the notion “co-expression implies co-regulation” is satisfied [37]. Transcription factors play a pivotal role in modulating gene expression and thus contribute to the overall regulation of biological processes. In order to identify the transcriptional regulators responsible for *IRG1* induction, we used a weight matrix-based tool for searching putative transcription factor binding sites in DNA sequences: MATCH^TM^ [25]. This tool uses the matrix library collected in TRANSFAC^®^, thus providing the possibility to search for a large variety of different transcription factor binding sites [25]. The main bottleneck in using these tools is the high amount of false positives generated due to the short and degenerate sequence motifs of transcription factors. A comprehensive method is hence needed to increase the specificity. With our algorithm, we eliminated non-cell type/condition specific transcription factors, thus rendering the biological validation appropriate. Though our method could potentially identify the transcriptional regulators of any given gene, it presents some limitations. For instance, to contextualize our networks, we exclusively considered DEGs from microarrays data, although some transcription factors are phosphorylated in order to be activated and shuttled into the nucleus to subsequently act as transcription factors. Thus, in follow-up studies it would be valuable to add an additional layer of information on top of the transcriptomic data, such as phosphoproteomics data. This could allow contextualizing the generated networks not only taking into account gene expression data, but also the phosphorylation data of various regulating proteins.

From our contextualized murine and human networks, we identified potential transcriptional regulators of *IRG1* in macrophages. Of interest, our mouse and human analysis provide insights for the identification of species-specific regulators for *IRG1* induction under LPS activation. Although the human data were obtained from primary cells, while the mouse analysis was conducted using the macrophage cell line RAW264.7, it is tempting to speculate that the transcriptional machinery inducing *IRG1* expression, with the exception of IRF1, is mostly species-specific, as highlighted by the different transcriptional regulators identified in the two species (Table 1). Experimentally, we confirmed that CEBPB in mouse and IRF1 in both species represent positive targets which modulate *IRG1* expression. We used CEBPB as a proof of concept for our method, since we predicted it in our ranking and it has been previously shown to be a transcriptional regulator of *irg1* in zebrafish (*Danio rerio*). CEBPB, as a primary response gene, is known as a transcriptional regulator of the acute phase response [38]. In our experimental conditions in murine macrophages, *Cebpb* is highly up-regulated under LPS stimulation and, when silenced, *Irg1* expression levels are decreased. These results are in agreement with those obtained in zebrafish, thus highlighting CEBPB as a transcriptional regulator of *Irg1* in both the species.

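On the arrays, after 6 h of LPS, *Cebpb* (chromosome 2 from 167688915 to 167690432, GRCm38.p6), whose product regulates acute-phase and cytokine genes, rose from 9.23 ± 0.088 to 10.67 ± 0.099 (SD over 3 arrays each). This was a log2 FC of 1.44 (SE 0.073, limma, adjusted p = 7.57e-05). The 6 genes with a *Cebp* symbol were taken as the C/EBP family. Of these, *Cebpb* and *Cebpd* rose and 0 fell in limma (2 and 0 when adjusted over the list alone, with 0 falls at an unadjusted p under 0.05 or by the methods' t-test). The other members did not pass, with log2 FC of −0.63 for *Cebpa*, a factor of myeloid differentiation, 0.28 for *Cebpe*, 0.36 for *Cebpg* and −0.50 for *Cebpz*. The family as a whole did not stand apart from other genes (camera, adjusted p = 0.527, and adjusted p = 0.736 with an estimated correlation). With the replicate number as a block, *Cebpa* fell and *Cebpg* rose, and without LPS array 3, 1 member fell. The silencing experiments were not analysed here.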

IRF1 is referred to as a positive transcription factor as it induces several genes, which are important in regulating several immunological and physiological functions in mammalian cells. *Irf1* is also transcriptionally activated by several pro-inflammatory cytokines and pathogens [39,40]. IRF1 selectively regulates specific sets of genes depending on the cell type and the appropriate response needed to counter the external stimuli, thus having its function driven by cell-type specific factors. IRF1 mainly activates interferons (IFNs) and IFN inducible genes. Some of the targets of IRF1 which are known to play a role in host defence are IFN (α, β), inducible nitric oxide synthase (iNOS), interleukin 12 (IL12), cyclooxygenase 2 (COX2), IL15, caspase 1–7 and lysyl oxidase [17,41]. Among these, *iNOS* is one of the most studied downstream targets of IRF1. The enzyme iNOS catalyses the production of nitric oxide (NO) which is essential for the antimicrobial and anti-tumorigenic properties of macrophages. NO is a biologically active intermediate produced by the cells using L-arginine, an urea cycle intermediate, as the substrate [17,42]. Increased NO production correlates with resistance towards invading pathogens [43]. Several studies showed that the silencing of *Irf1* diminishes the expression of *iNOS* and the production of NO, thereby attenuating the antibacterial and antiviral activities and thus worsening the severity of the disease [43–45]. *iNOS* is induced upon stimulation by IL1, IL12, TNF, IFNγ and LPS via IRF1 [46]. Nevertheless, IFNγ and LPS are the major and necessary stimulants to induce *iNOS* expression and NO production in murine macrophages [47]. Its transcriptional induction following LPS stimulation occurs after the synthesis of IFNs and the JAK/STAT signalling pathway [48]. *iNOS* promoter requires the dimeric binding of IRF1 for the full cytokine activation. Hence, other transcription factors, like NFκB, that are induced by other cytokines, may cooperate with IRF1 to induce the full transcriptional activity of *iNOS* [49]. IRF1 protein is highly unstable with a half-life of 30 minutes [50] and LPS-induced NO production can be abrogated by inhibiting the translation of *Irf1* by 10-hydroxy-*trans*-2-decenoic acid, a medium chain fatty acid [51]. IRF1 is serine-phosphorylated by protein kinase A (PKA) and protein kinase C (PKC). Mutation of these tyrosine residues inhibit the induction of *Irf1* expression [52,53]. It was reported earlier that LPS induction of *Irg1* in macrophages is mediated via the PKC pathway [3]. Thus the PKC pathway may be responsible for *Irg1* induction through IRF1.

*Irg1* was shown to be co-regulated and co-expressed with *iNOS* when murine cells were either infected with *Mycobacterium* [13] or stimulated with LPS and was also reported as a family member of IFN inducible genes [14,54]. Of interest, Mycobacteria infection studies in IRF1 knock-out mice revealed that IRF1 is required for the mycobacteria induced granuloma necrosis. Gene expression analysis of infected mice resulted in the grouping of differentially expressed genes into different clusters based on the dependence of gene expression on IFNγ or IRF1. *Irg1* was classified to the cluster of genes whose expression is mostly dependent on *Irf1*, but less on IFNγ [55]. 

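In RAW264.7 macrophages treated with LPS for 6 h, *Irf1* (chromosome 11 from 53770014 to 53778374, GRCm38.p6), which encodes a transcription factor of the interferon response, rose from 8.13 ± 0.25 to 10.19 ± 0.69 (SD, n = 3 arrays each). This was a log2 FC of 2.06 (SE 0.40, limma, adjusted p = 0.0119). With the replicate number as a block, its adjusted p in limma was 0.0493, the highest over its alternatives (from 0.00604). The log2 FC ranged from 1.58 to 2.33 over these alternatives. The control arrays had values of 8.41, 8.03 and 7.94 and the LPS arrays of 9.94, 9.66 and 10.98. Of 13 genes that the paper names as targets of IRF1, 8 rose and 2 (*Casp2* and *Lox*, the latter with one value on all LPS arrays) did not pass (8 rises when adjusted over the list alone, and 7 with the replicate number as a block). Among genes with spread in both groups, a selection made after seeing the data, 5 targets rose. *Il12b*, which encodes a subunit of interleukin-12, rose by 2.52 (SE 0.031, adjusted p = 2.7e-07) from one value on all control arrays, and *Casp4*, which encodes a caspase that senses cytosolic LPS, by 2.54 (SE 0.058, adjusted p = 3.27e-06). Among the targets that fell were *Il12a*, which encodes the other subunit, and *Casp6*. The list as a whole did not stand apart from other genes (camera, adjusted p = 0.24, and adjusted p = 0.58 with an estimated correlation), with an adjusted p of 0.000554 without the dim genes, the lowest over its alternatives at the preset correlation of camera, 0.0198 without genes of almost no spread and 0.291 at the highest.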

In line with the results obtained with Mycobacteria infections, our results show that *IRF1* expression is highly up-regulated under LPS exposure and that *IRF1* silencing induces a significant decrease of *IRG1* expression levels in both human and murine macrophages. Upon TLR activation by external stimuli, such as LPS, IRF1 was shown to interact with MYD88 adaptor molecule to translocate into the nucleus and induce the expression of several genes to mediate immune responses [56]. The analysis of transcription start site (TSS) distributions of immune related genes by Liang *et al*. classified *Irf1* as a gene dependent on MYD88 pathway along with *Irg1* which was stated as an interferon stimulated gene (ISG) element [57]. However, *Irg1* was previously shown to be expressed independently from MYD88 or TRIF adaptor molecules [14,15], thus demonstrating that additional pathways regulating *Irg1* expression independent from IRF1 and MYD88 could exist.

It is already known that *IRF1* has a significant role in antibacterial and antiviral responses, induction of apoptosis and tumorigenesis, with several of these processes known to be mediated by iNOS and NO [58]. Thus, from our results, it is tempting to conclude that IRF1 regulates these processes also through the induction of *Irg1* and itaconic acid production. To this end, *iNOS* and *IRG1* can be considered as the gene twins, regulated by IRF1, which contribute to the host protection towards pathogen invasion through the production of effector molecules, such as NO and itaconic acid, respectively. Of interest, in contrast to mouse, *iNOS* expression and NO production in human cellular systems have been an argument of discussion by cellular biologists and immunologists since a long time [59]. Even though there were reports showing low levels of *iNOS* and NO in activated human cells [60–62], it was argued that these results neither show the functional pathway of NO production, as through L-arginine in mouse, nor describe the precise experimental details, such as cell types and culture conditions [63–65]. 

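In mouse cells, *Nos2* (chromosome 11 from 78920787 to 78960226, GRCm38.p6), which encodes the inducible nitric oxide synthase, rose from 7.69 ± 1.16 to 12.45 ± 0.44 after 6 h of LPS (SD, n = 3 arrays each). This was a log2 FC of 4.77 (SE 0.68, limma, adjusted p = 0.00391). *Slc7a2*, which encodes a transporter of arginine, the substrate of the enzyme, rose by 2.68 (SE 0.33, adjusted p = 0.00233). *Ptgs2* and *Ptges*, which encode inducible enzymes of prostaglandin synthesis, rose by 3.58 (SE 0.35, adjusted p = 0.000935) and 1.04 (SE 0.13, adjusted p = 0.00262), whereas the gene of the constitutive cyclooxygenase, *Ptgs1*, fell, with a log2 FC of −1.48 (SE 0.28, adjusted p = 0.011). Of 15 enzymes of nitric oxide, prostaglandin and oxidant metabolism, 12 rose and 1 fell (2 without LPS array 1), with 12 and 1 when adjusted over the list alone and a median log2 FC of 1.04 (camera, adjusted p = 0.0105, and adjusted p = 0.516 with an estimated correlation). *Ass1* (log2 FC 0.61), which acts in the recycling of arginine, did not pass but did with the replicate number as a block. *Slc7a2* had an adjusted p of 0.0524 without both arrays numbered 3, a choice made after seeing the data (0.000517 to 0.0524 over its alternatives).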

In accordance with this argument, accordingly to our microarrays data, we did not detect *iNOS* expression in LPS-stimulated human macrophages, while its expression was highly up-regulated in mouse cells. However, taking the side of the discussion that human macrophages do not express iNOS, IRF1 plays a crucial role in mediating antimicrobial responses through *IRG1* gene regulation in human immune cells.

Finally, in a recent study *Irf1* and *Irg1* expression levels were correlated when neurons were infected with several viruses such as Saint Louis encephalitis virus (SLEV) and a coronavirus (mouse hepatitis virus, MHV). *Irg1* had higher basal and also IFN-β–induced expression levels in granule cell neurons when compared to cortical neurons. Viral replication was increased in granule cell neurons when transduced with lentiviruses expressing shRNA targeting *Irg1* [66], thus postulating the role of *Irg1* in inhibiting viral replication in neurons. *Irf1* induction by interferons is already known as an antiviral response against certain viruses [45]. Even though the role of *Irg1* in antiviral responses is not yet reported, future studies could reveal that IRF1 mediates antiviral actions through the induction of *Irg1*.

## Conclusion

Here we provide evidence for a method integrating computational and experimental approaches as a tool to successfully identify transcriptional regulators of a given inducible gene, thereby stepping towards the understanding of its gene regulatory network.

Improved knowledge about *IRG1* transcriptional regulation provides a better understanding of the molecular mechanisms that are involved in specific inflammatory and infectious diseases. To this end, we identified IRF1 as a transcriptional regulator of *IRG1* expression in both human and mouse macrophages under inflammatory conditions. Understanding the mechanisms of *IRG1* induction during immune responses could lead to novel therapeutic approaches, which aim to modulate the intrinsic host response.

## Supporting Information

S1 Fig Time course of *IRG1* expression in human immune cells under LPS activation. RNA was extracted from (**A**) PBMCs-derived monocytes, (**B**) PBMCs-derived macrophages at 6, 9, 12, 15, 18, 21 and 24 hours after treatment with LPS (10μg/ml) in independent donors (D5-D8). Time points 12h and 21h were not recorded in D7 and D8 donors. The bars show the mean of 3 technical replicates (± SEM) of *IRG1* mRNA levels measured by real-time PCR normalised with L27 as the housekeeping gene. ***p < 0.001, **p < 0.01, *p < 0.05.
(TIF)

S2 Fig Short time course of *IRG1* expression in human and mouse macrophages under LPS activation. (**A**) RNA was extracted from PBMCs-derived macrophages at 20, 40, 60, 80, 100, 120 minutes as well as at 3, 4 and 5 hours after treatment with LPS (10μg/ml). The bars show the mean of 3 technical replicates (± SEM) of *IRG1* mRNA levels measured by real-time PCR normalised with L27 as the housekeeping gene. ***p < 0.001, *p < 0.05. **B**) RNA was extracted from RAW264.7 macrophages at 20, 40, 60, 80, 100, 120 minutes after treatment with LPS (10ng/ml). The bars show the mean of 3 biological replicates (± SEM) of *Irg1* mRNA levels measured by real-time PCR normalised with L27 as the housekeeping gene. ***p < 0.001, **p < 0.01, *p < 0.05.
(TIF)

S3 Fig Heatmap and Gene Ontology (GO) analysis (Biological processes) of mouse macrophages under LPS stimulation. (**A**) Heatmap showing the top 100 differentially expressed genes (log2 FC≥1 and p-value <0.01) between control and 6 hours LPS-activated (10ng/ml) mouse RAW264.7 macrophages. Individual biological replicates are shown as individual columns for control (n = 3) and LPS (n = 3). Relative expression levels are shown from low (green) to high (red). (**B, C**) GO biological processes that are significantly represented by (**B**) up-regulated genes and (**C**) down-regulated genes.
(TIF)

S4 Fig Heatmap and Gene Ontology (GO) analysis (Biological processes) of human macrophages under LPS stimulation. (**A**) Heatmap showing the top 100 differentially expressed genes (log2 FC≥1 and p-value <0.01) between control and 6 hours LPS-activated (10μg/ml) human PBMCs-derived macrophages. Individual biological replicates are shown as individual columns for control (n = 3) and LPS (n = 3). Relative expression levels are shown from low (green) to high (red). (**B, C**) GO biological processes that are significantly represented by (**B**) up-regulated genes and (**C**) down-regulated genes.
(TIF)

S5 Fig Contextualised gene regulatory network of mouse RAW264.7 macrophages. Gene regulatory network (GRN) obtained after the contextualisation of the merged GRN (LPS downstream and *Irg1* upstream) with the booleanised gene expression data of mouse RAW264.7 macrophages (LPS vs Control). The hierarchical layout of the network was created using CytoScape. The genes (nodes) in red are upregulated and in green are downregulated in LPS stimulated RAW264.7 macrophages. The interactions (edges) with solid lines are activations and the dashed line edges are inhibitions. *Irg1* and LPS (blue coloured) are highlighted with a dark circle. The following are the nodes from the mouse network: 1-NOD2, 2-RIPK2, 3-SOCS3, 4-CXCR4, 5-CASP1, 6-IL1A, 7-IL1B, 8-IL18, 9-CCL2, 10-CCRL2, 11-TNF, 12-FAS, 13-LPS, 14-CD80, 15-IRAK3, 16-NOS2, 17-IL12B, 18-CASP4, 19-PSMB9, 20-PTGS2, 21-IRF7, 22-IL6, 23-CD40, 24-NFKBIZ, 25-IRF1, 26-TAP1, 27-IRF9, 28-STAT1, 29-SOCS1, 30-PRDM1, 31-JUNB, 32-CEBPD, 33-CEBPB, 34-CSF3, 35-IRG1, 36-ZFP36, 37-PTGES, 38-PTGS1, 39-EMR1, 40-LC40A.

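Of the 38 nodes of the mouse network that were found on the arrays, 36 rose and 2 fell (36 and 2 when adjusted over the list alone), and all 38 also passed the thresholds of the study. Their median log2 FC was 2.12 (camera, adjusted p = 9.33e-07, and adjusted p = 0.436 with an estimated correlation). The study chose the nodes on these samples, so neither the counts nor the camera test is independent evidence of their direction. *Cd40*, which encodes a co-stimulatory receptor, rose by 5.04 (SE 0.28, limma, adjusted p = 0.000116), *Ccrl2*, which encodes a chemoattractant receptor, by 3.80 (SE 0.096, adjusted p = 4.87e-06), and the death receptor gene *Fas* by 2.87 (SE 0.34, adjusted p = 0.00205). The genes of the intracellular sensor NOD2 and of its kinase RIPK2 rose by 2.13 (SE 0.17, adjusted p = 0.000475) and 1.63 (SE 0.22, adjusted p = 0.003). *Irak3*, which encodes a brake on TLR signals, rose by 1.81 (SE 0.17, adjusted p = 0.000826), *Socs1* by 1.78 (SE 0.19, adjusted p = 0.0013) and *Zfp36*, which encodes a protein that destabilises cytokine mRNA, by 1.79 (SE 0.25, adjusted p = 0.00351). *Csf3*, the granulocyte growth factor gene, rose by 1.93 (SE 0.11, adjusted p = 0.000123) and *Cd80* by 1.34 (SE 0.18, adjusted p = 0.00337), both from one value on all control arrays, and *Adgre1*, which encodes a surface antigen of mature macrophages, by 2.58 (SE 0.24, adjusted p = 0.000854). The nodes that fell were *Cxcr4*, which encodes a chemokine receptor, with −1.84 (SE 0.24, adjusted p = 0.00263), and *Ptgs1*. *Cd80* had an adjusted p of 0.0578 without both arrays numbered 3, a choice made after seeing the data (0.000847 to 0.0578 over its alternatives).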

(TIF)

S6 Fig Contextualised gene regulatory network of human PBMCs-derived macrophages. Gene regulatory network (GRN) obtained after the contextualisation of the merged GRN (LPS downstream and *IRG1* upstream) with the booleanised gene expression data of human monocyte-derived macrophages (LPS vs Control). The hierarchical layout of the network was created using CytoScape. The genes (nodes) in red are upregulated and in green are downregulated in LPS stimulated PBMCs-derived macrophages. The interactions (edges) with solid lines are activations and the dashed line edges are inhibitions. *IRG1* and LPS (blue coloured) are highlighted with a dark circle. The following are the nodes from the human network: 1-CD226, 2-CSF1R, 3-CXCL2, 4-CXCR4, 5-SOCS3, 6-STAT5A, 7-TNFRSF21, 8-AHR, 9-CTSD, 10-VDR, 11-NFKB1, 12-IRF1, 13-STAT4, 14-RARA, 15-ETS2, 16-RUNX1, 17-IRG1, 18-NFKBIZ, 19-LPS, 20-FOS, 21-IL8, 22-CCL2, 23-CCR2, 24-SOAT1, 25-KLF4, 26-TCF7L2, 27-KLF8, 28-CCND1, 29-MYC, 30-ECM1, 31-PLSCR1, 32-NR1H3, 33-APOE.
(TIF)

S7 Fig siRNA *Cebpb* mediated gene silencing in mouse RAW264.7 macrophages. RAW264.7 cells were transfected with siRNA negative (siRNA NEG) or siRNA specific to *Cebpb* (siRNA Cebpb) 24 hours before treatment and RNA was extracted 2 hours after activation with LPS (10ng/ml). The bars show the mean of 3 biological replicates (± SEM) of (**A**) *Cebpb* and (**B**) *Irg1* mRNA levels measured by real-time PCR normalised with L27 as the housekeeping gene. *p < 0.05.
(TIF)

S8 Fig Visualization of putative IRF1 binding sites at the human *IRG1* locus. Top scoring putative IRF1 binding motifs identified in our MATCH™ analysis overlaid with chromatin regions in the human *IRG1* locus in PBMCs and blood CD14+ monocytes using publicly available ENCODE data on UCSC Genome Browser.
(TIF)

S1 Table List of primers used in RT-PCR analysis.

S2 Table Predicted binding sites on human and mouse *IRG1* promoter which have both the Core and Matrix similarity Scores ≥ 0.90 as given by MATCH™ algorithm.

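For mouse *Irg1*, the S2 Table lists 411 predicted binding sites of 22 transcription factors, all of which were found on the arrays. Of all 24372 genes on the arrays, 6520 rose and 7213 fell. Of the 22 factors, 7 rose, 6 fell and 9 did not pass the test, which alone does not set them apart from other genes. Those that rose were *Irf1*, *Prdm1*, *Cebpd*, *Cebpb* and *Junb*, all past the thresholds of the study, and *Ets2* (log2 FC 0.59, SE 0.12, limma, adjusted p = 0.0125) and the retinoic acid receptor gene *Rarg* (log2 FC 0.54, SE 0.12, adjusted p = 0.0191). Those that fell were *Sox4* (log2 FC −0.83, with one value on all LPS arrays), *Nfatc2* (−0.80), *Bach2* (−0.62, which did not pass with the replicate number as a block), *Mzf1* (−0.40) and *Lef1* (−0.11), both with one value on all control arrays, and *Irf4*. *Ikzf1*, whose product has the most sites, 61, did not pass (log2 FC 0.69, adjusted p = 0.142), nor did *Gata3* (0.10), *Rxra* (−0.84, which passed with the replicate number as a block), *Elf1* (0.030) and *Rara* (0.12), the last 2 with one value on all control arrays, or *Irf2*, *Jun*, *Jund* and *Fos*.
The sites are the paper's, as predicted by the MATCH algorithm in a window of 2000 bp upstream and 1000 bp downstream, with positions counted along that window and core and matrix similarities of at least 0.901. They were not searched again in the genome here. Of the 8 sites of IRF1, 5 start between positions 1931 and 1938. Their sequences overlap, so they are matches to one stretch and not separate elements. One of them, AAGTGaa at 1938 on the minus strand, has both similarities at 1.0, and acaaaagTGAAAgg at 1934 on the plus strand has a matrix similarity of 0.979. PRDM1 has 3 sites, 1 of them also at 1934 (acaaaaGTGAAagg, matrix similarity 0.947), as has IRF2 (acaaaagTGAAAggga, 0.986). CEBPB has 45 sites, CEBPD 24, JUNB 5 and IRF4 30. The counts of sites include overlapping matches, such as those of IRF4 along a repeat, and are not counts of separate elements.

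**Figure D4:**
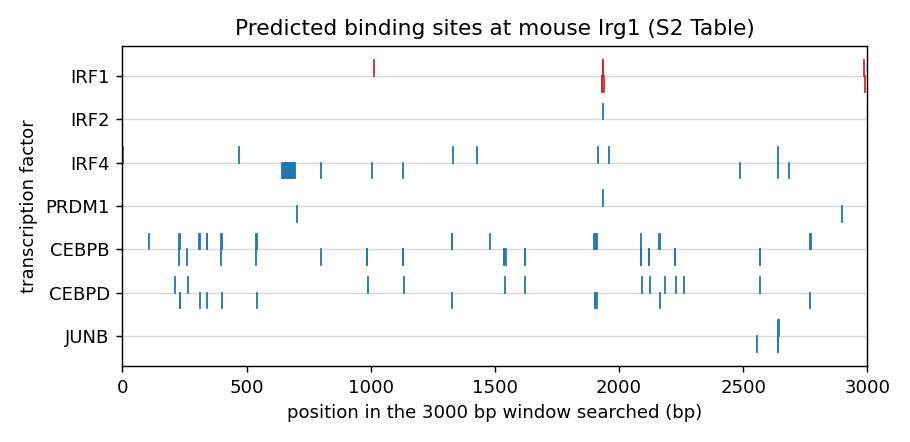
Each vertical mark is a predicted site of the S2 Table, at its position in the window on the x axis, with a row for each factor and marks above or below the row's line for the plus and minus strand. Marks of IRF1 are red. The 5 IRF1 sites from 1931 to 1938 overlap in one stretch of sequence, where sites of IRF2 and PRDM1 also lie.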

S3 Table Differentially expressed genes (DEGs) with their respective log fold changes and p-values in mouse RAW264.7 macrophages activated with LPS (logFC ≥ |1|, p<0.01).

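In the paper's S3 Table, ordered by absolute log2 FC, *Il1b* stands at rank 4, *Irg1* at 5, *Il6* at 7 and *Ccl5* at 19, while *Irf1* stands at 182 and *Prdm1* at 128. Ordered by the paper's p-values, *Il1b* stands at 211, *Il6* at 358, *Ccl5* at 480, *Irg1* at 506 and *Irf1* at 935. The table holds 961 genes, 564 up-regulated and 397 down-regulated, and all 961 were found on the arrays. Their log2 FC computed from the deposited values differed from the paper's by at most 5.00e-06, with the same sign for all 961. All 961 passed the thresholds of the study in limma, which called 107 further genes. For the arrays, the paper's methods name limma with its eBayes function. The statistics section names the Student t-test with equal variances where nothing else is mentioned, and this is called the methods' t-test here. With this t-test, 1011 genes passed the same thresholds, namely the 961 genes of the table and 50 others, 29 up and 21 down. All 50 had one value on all arrays of both groups, as did 20 genes of the table. The smallest p-value of the paper's table is 9.97e-63. Across the genes of the table that varied, the p-values of the methods' t-test differed from the paper's by at most 2.03e-06 on the log10 scale. For these genes the paper's p-values are thus those of the t-test and not of limma. For *Irf1*, the paper's p of 0.00835 stands beside an unadjusted p of 0.00532 in limma.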

S4 Table Differentially expressed genes (DEGs) with their respective log fold changes and p-values in PBMCs-derived macrophages activated with LPS (logFC ≥ |1|, p<0.01).

How the deposited data were processed for this re-analysis (not part of the article)

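Gene expression was measured in 6 samples of RAW264.7 macrophages, 3 controls and 3 treated with LPS for 6 h, with 1 Affymetrix mouse whole-transcript array each. The authors processed the arrays with GCRMA in R/Bioconductor, which corrects the background by probe GC content, normalises by quantiles and summarises the probes, and merged redundant probe sets by their mean into one value per Entrez gene. The deposited values are on a log2 scale, and neither the software versions nor whether all 6 arrays were normalised together is stated. The human macrophage samples were not analysed here, and neither were the PCR and silencing experiments.

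The deposited values of all 24372 genes were analysed without a filter and without further normalisation. Gene symbols and GRCm38.p6 positions were taken by Entrez identifier and by probe, which named 23831 genes and left 541 without a symbol. Linear models were fitted with limma 3.58.1 in R 4.3.3 (empirical Bayes moderation), with LPS against control as the only comparison, and p-values were adjusted by the Benjamini-Hochberg method. The counts at the thresholds of the study used an absolute log2 FC of at least 1 with an unadjusted p under 0.01. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and their p-values were adjusted over the 41 lists. Tables and plots were made with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. The pipeline was tested on simulated data with 19367 genes, where of 100 genes changed by a log2 of 1, 57 passed the adjusted threshold and 43 the thresholds of the study, and of 100 changed by a log2 of 2, 82 and 95 did. Of 19167 unchanged genes, 6 and 15 passed. The simulation left out genes with a residual SD under 0.01, drew independent normal noise and changed only genes above the median level. It held no repeated values and no difference in processing between the groups. Its false calls therefore do not give the rate of false calls in the real data.

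Samples with the same number in both groups were compared by their deviations from the group means. All 3 correlations between arrays of the same number (0.573, 0.537 and 0.652) were above 0.1, and those between unlike numbers lay between −0.475 and 0.107, so a model with the replicate number as a block was fitted beside the model without it.

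Genes named in the text follow a rule with 3 parts: each mouse gene that the paper names for the arrays or the mouse network, including the factors of Fig 4B and the nodes of S5 Fig; the 10 genes with the largest rise and the 10 with the largest fall among genes past an adjusted p of 0.05 whose groups did not overlap; and, in each list, up to 4 members past that threshold with the largest absolute log2 FC. The rule, the gene lists and most alternatives were set before the data were examined, although the paper's own table of fold changes had been seen. That table comes from the same arrays, so neither the counts nor the tests of the lists are independent of these data. Members named because a count was 5 or fewer, and the factors of the S2 Table, were named after their values were seen. The alternatives were trend and robust moderation, the methods' t-test, centring of each array on its median, quantile normalisation, removal of dim genes (those not above the median level), removal of genes of almost no spread (residual SD under 0.01), the replicate number as a block, each array left out in turn, other thresholds, and the other list tests. Chosen after seeing the data were the restriction to genes with spread in both groups, the removal of both arrays numbered 3, and the fold threshold from receptor genes. Taking the highest probe set of each gene was not run, since no gene had several. Some members of the lists are not reported here.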

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

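Of the tests in this part, those of separate summarising, of a response of the genes without spread, of a lower signal and of a shared state or day were chosen only after the result was seen.

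Genes of interferon-inducible GTPases and of MHC class I antigen processing gave a signal in LPS-activated RAW264.7 macrophages. Of 15 interferon-inducible GTPases, whose products attack the vacuoles of intracellular microbes, 14 rose and 0 fell in limma (14 and 0 when adjusted over the list alone, with 0 falls at an unadjusted p under 0.05 or by the methods' t-test), with a median log2 FC of 4.09 (camera, adjusted p = 4.27e-05, and adjusted p = 0.549 with an estimated correlation). *Gbp2b* rose by 5.48 (SE 0.045, adjusted p = 6.39e-08), *Gbp2* by 5.38 (SE 0.17, adjusted p = 1.23e-05) and *Gbp7* by 5.16 (SE 0.28, adjusted p = 9.83e-05), and *Gbp8* passed with the replicate number as a block (adjusted p = 0.16 without it). Of 15 genes of MHC class I antigen processing, 11 rose and 0 fell in limma (11 and 0 when adjusted over the list alone, with 0 falls by the same other counts), with a median log2 FC of 0.92 (camera, adjusted p = 0.0104, and adjusted p = 0.549 with an estimated correlation). *Tap1* and *Tap2*, which encode the peptide transporter, rose by 2.68 (SE 0.13, adjusted p = 6.15e-05) and 1.57 (SE 0.19, adjusted p = 0.00211), *Nlrc5*, which encodes an activator of class I genes, by 2.65 (SE 0.26, adjusted p = 0.000971), and the immunoproteasome genes *Psmb10* and *Psmb9* by 1.71 (SE 0.27, adjusted p = 0.00585) and 1.41 (SE 0.23, adjusted p = 0.00614). Of this list, *Tap1* and *Psmb9* are nodes of the paper's mouse network. Without both arrays numbered 3, 1 member fell. The members that did not pass were *H2-D1*, *B2m*, *Psme2* and *Pdia3*.

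A further signal lay in genes with little or no spread within groups. The 1353 olfactory and vomeronasal receptor genes were taken as genes with no main role in macrophages. Of these, 800 passed the adjusted threshold (494 up, 306 down), or 59.1% (95% Wilson interval 56.5 to 61.7), against 56.2% of the 23019 other genes. This argues against a response of these genes as a set to LPS as the reason for such calls. A response of single members, such as *Olfr56* described below, is not excluded. After centring, 90.4% of the genes with one value per group still passed, which argues against one constant offset shared by all genes. Centring cannot remove a difference in the width of the distributions, so it does not test one. The upper quartile of an array was 8.94 to 9.01 in control and 8.77 to 8.87 in LPS. Over the 18 mixed triples of arrays, 0 genes had one value on all 3 arrays. Pairs of arrays within a group had equal values for 9201 to 10243 genes, and pairs across the groups for 0. Separate summarising of control and LPS arrays by the authors would give this pattern, but the paper does not state it, so it stays open. Such runs would coincide with LPS against control, so a small log2 FC could not be told apart from their difference. At the thresholds of the study, 51 receptor genes passed.

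Both arrays numbered 3 stood apart from arrays 1 and 2. In both groups the ribosome biogenesis genes of arrays 3 lay below all random lists matched on level (percentile 0) and FOXO targets above almost all (at least 99.97), while a lower signal of these arrays would move such random lists too. The lists were chosen after their pathways had been noticed in arrays 3 from other members, so extreme percentiles were to be expected. Their opposite directions at matched level argue against a lower signal as the whole reason. The other explanations stay open. The lowest correlation between arrays of the same number was 0.537, as a state or a day shared by cultures or RNA numbered alike would give. Slower growth, a poor nutrient supply or low oxygen in dense cultures could each give the values of ribosome biogenesis genes, FOXO targets and hypoxia genes (percentile 100), which are described below.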

How the results depend on the processing

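Alternatives chosen only after the results were seen were the genes with spread in both groups, both arrays numbered 3 left out and the receptor fold threshold. Of 225 named genes, 175 kept their call and direction under every alternative that tested them and 50 did not. *Irg1*, *Irf1*, *Cebpb*, *Cebpd*, *Junb*, *Prdm1*, *Il1b*, *Il6*, *Ccl5* and *Nos2* passed under each alternative that tested them. Low signal limits the test of the many genes with repeated values, and 3 arrays per group limit the precision of all. The cause was not tested except where fewer genes or arrays were used.

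At the thresholds of the study, 407 genes rose without dim genes, and 376 rose and 161 fell with the receptor fold threshold. Past the adjusted threshold, 1491 rose and 3045 fell without dim genes, 3720 and 4781 without genes of almost no spread, and 1570 and 2342 with spread in both groups. With spread in both groups, 20 cytokines and chemokines rose and 1 fell, and 10 DNA repair genes fell. The falls of cytokines numbered 1 without dim genes, 1 with the block and 1 to 2 with 1 array left out. With the block, 19 factors of Fig 4B rose past the thresholds of the study and 30 fell. Without both arrays numbered 3, 20 factors of Fig 4B and 11 G2/M genes fell. With an estimated correlation, camera gave adjusted p-values of 0.516 for cytokines, 0.564 for interferon-stimulated genes and DNA repair, 0.549 for the GTPases, 0.578 for NFκB, 0.650 for G1/S, 0.597 for G2/M and 0.436 for the network nodes.

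Directions that turned were all of values past no threshold, apart from *Ltf* and the fry tests. Cholesterol synthesis turned with centring (camera, adjusted p = 0.845), quantile normalisation (0.883), without genes of almost no spread (0.938), with the block (0.680), without both arrays 3 (0.916) and without control array 1, control array 3 or LPS array 2 (0.534 to 0.902 over the arrays left out). Glycolysis turned without dim genes (0.716) and with spread in both groups (0.693), where keratin-associated proteins (0.693) and alternative activation (0.328) turned too. Macrophage identity turned with the block (0.941), reference genes without control array 1 (0.952, 0.600 to 0.952 over the arrays left out) and ribosomal proteins without control array 3 or LPS array 1 (0.661 to 0.940). With fry the direction turned for LXR targets (0.0130), chemotaxis receptors (0.0794), T cell markers (2.65e-06) and reference genes (0.0103). After quantile normalisation the log2 FC was −0.067 for *Tnip3*, −0.074 for *Irf8* and −0.038 for *Ltf*. Without both arrays 3 it was −0.089 for *Tnip3*, −0.088 for *Irf8* and 0.025 for *Irf3*. With 1 array left out it ranged from −0.083 to 0.17 for *Tnip3* (below 0 without control array 2 or LPS array 3), from −0.22 to 0.18 for *Irf8* (below 0 without control array 1 or 2 or LPS array 3) and from −0.27 to 0.039 for *Irf3* (above 0 without LPS array 3).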

Differences from the paper's values

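The paper's counts of 564 up-regulated and 397 down-regulated genes stand beside 617 and 451 with limma at the paper's stated thresholds, and these gene counts did not differ by more than 1.5 times. The paper's counts of 28 and 33 transcription factors could be compared only within the factors printed in Fig 4B, which the study chose on these samples, so that finding 28 and 33 again is not independent of the paper. Further factors were not searched among the other genes. The methods' t-test, an alternative set before the data were examined, gave 593 and 418, which are the 961 genes of the paper's table and 50 others. No setting that was run gave both of the paper's gene counts.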

Other observations

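Of the tests in this part, the splits of the samples were chosen only after the result was seen.

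The product of *Irg1* draws its substrate from central metabolism. Of 21 enzymes of the TCA cycle, 3 rose, namely *Pdhb* (0.50, SE 0.099, adjusted p = 0.0121), *Dld* (0.35, SE 0.083, adjusted p = 0.0224) and *Dlst* (0.20, SE 0.032, adjusted p = 0.00648), and 3 fell, namely *Sdhd* (−0.61, SE 0.13, adjusted p = 0.0175), *Ogdh* (−0.48, SE 0.15, adjusted p = 0.0473) and *Idh3g* (−0.22, SE 0.056, adjusted p = 0.0277) in limma (0 and 0 when adjusted over the list alone, camera, adjusted p = 0.578, and adjusted p = 0.913 with an estimated correlation). Rises of TCA cycle numbered 1 without both arrays 3. Falls of TCA cycle numbered 1 without control array 1 or 2 or LPS array 1 or 3, 8 after quantile normalisation and 1 with spread in both groups. *Pdhb* did not pass without both arrays 3 (0.0886), within 0.000622 to 0.0886 over its alternatives. *Dld* did not pass without control array 1, 2 or 3 or LPS array 3 (adjusted p of 0.0671 to 0.0723), with the replicate number as a block (0.0512) or without both arrays 3 (0.167), within 0.00566 to 0.167 over its alternatives. *Sdhd* did not pass without control array 1 or 2 or LPS array 1 (adjusted p of 0.0604 to 0.0633), within 0.00989 to 0.0633 over its alternatives. *Ogdh* did not pass without control array 1 or 2 or LPS array 1, 2 or 3 (adjusted p of 0.0538 to 0.134), with trend and robust moderation (0.0526), with the methods' t-test (0.0635), with centring (0.0512), without dim genes (0.0559) or with spread in both groups (0.0525), within 0.00929 to 0.134 over its alternatives. Of 17 genes of glycolysis, 1 rose, namely *Pgk1* (0.21, SE 0.061, adjusted p = 0.0422), and 3 fell, namely *Pfkm* (−0.81, SE 0.23, adjusted p = 0.0392), *Pkm* (−0.27, SE 0.019, adjusted p = 0.000283, one value on all LPS arrays) and *Tpi1* (−0.16, SE 0.046, adjusted p = 0.0377) in limma (0 and 1 when adjusted over the list alone, camera, adjusted p = 0.805, and adjusted p = 0.933 with an estimated correlation). Rises of glycolysis numbered 0 without control array 1 or 2 or LPS array 1, 2 or 3, 0 with the methods' t-test or without dim genes and 3 with centring or after quantile normalisation. Falls of glycolysis numbered 1 without control array 1 or 3 or LPS array 2, 6 with the replicate number as a block and 1 with the methods' t-test or with spread in both groups. *Pgk1* did not pass without control array 1 or 2 or LPS array 1, 2 or 3 (adjusted p of 0.066 to 0.12), with the replicate number as a block (0.0807), with the methods' t-test (0.0573), without dim genes (0.0554), without genes of almost no spread (0.051), with spread in both groups (0.11) or without both arrays 3 (0.0713), within 0.0106 to 0.12 over its alternatives. *Pfkm* did not pass without control array 1, 2 or 3 or LPS array 1 or 2 (adjusted p of 0.0681 to 0.106), with the methods' t-test (0.0536), after quantile normalisation (0.0771) or without both arrays 3 (0.0607), within 0.0249 to 0.106 over its alternatives. *Tpi1* did not pass without control array 1 or 3 or LPS array 2 or 3 (adjusted p of 0.0946 to 0.104), with the methods' t-test (0.0518), without dim genes (0.0545), without genes of almost no spread (0.0604), with spread in both groups (0.154) or without both arrays 3 (0.214), within 0.000216 to 0.214 over its alternatives.

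Of 11 LXR targets and genes of cholesterol efflux, 1 rose, namely *Ch25h* (0.16, SE 0.0028, adjusted p = 1.04e-06, one value on all control arrays), and 6 fell, among them *Arl4c* (−1.51, SE 0.20, adjusted p = 0.0029), *Abca1* (−1.05, SE 0.29, adjusted p = 0.0348), *Apoe* (−0.57, SE 0.13, adjusted p = 0.0205) and *Srebf1* (−0.52, SE 0.13, adjusted p = 0.0283) in limma (1 and 6 when adjusted over the list alone, camera, adjusted p = 0.578, and adjusted p = 0.885 with an estimated correlation). Rises of LXR targets and cholesterol efflux numbered 2 without control array 2 or LPS array 3, 0 without dim genes, without genes of almost no spread or with spread in both groups and 2 without both arrays 3. Falls of LXR targets and cholesterol efflux numbered 3 without control array 1 or LPS array 1 or 3. *Abca1* did not pass without control array 1, 2 or 3 or LPS array 1 or 3 (adjusted p of 0.052 to 0.105) or without both arrays 3 (0.224), within 0.011 to 0.224 over its alternatives. *Apoe* did not pass without control array 1 or 2 or LPS array 1, 2 or 3 (adjusted p of 0.0552 to 0.0669), within 0.000501 to 0.0669 over its alternatives. *Srebf1* did not pass without control array 1 or LPS array 1 or 3 (adjusted p of 0.0605 to 0.087) or without both arrays 3 (0.112), within 0.0223 to 0.112 over its alternatives. Among genes of cholesterol synthesis and uptake, 1 fell, namely *Stard4* (−0.65, SE 0.099, adjusted p = 0.005) in limma (1 fall when adjusted over the list alone, camera, adjusted p = 0.967, and adjusted p = 0.991 with an estimated correlation). Falls of cholesterol synthesis genes numbered 5 with the replicate number as a block. *Stard4* did not pass without both arrays 3 (0.0500), within 0.00194 to 0.0500 over its alternatives.

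Of 39 histone genes, a list that also takes in linker variants that do not depend on replication, 5 rose, namely *H1f3* (0.65, SE 0.11, adjusted p = 0.00641, one value on all LPS arrays), *H2ac8* (0.38, SE 0.0019, adjusted p = 1.37e-08, one value per group), *H3c11* (0.17, SE 0.0074, adjusted p = 4.15e-05, one value on all control arrays), *H1f10* (0.085, SE 0.015, adjusted p = 0.00784, one value on all control arrays) and *H1f7* (0.043, SE 0.0019, adjusted p = 4.7e-05, one value per group), and 10 fell, among them *H2bc21* (−1.26, SE 0.055, adjusted p = 4.15e-05), *H3c1* (−1.24, SE 0.33, adjusted p = 0.0325, one value on all LPS arrays), *H3c8* (−1.15, SE 0.22, adjusted p = 0.0102) and *H2ac21* (−0.71, SE 0.17, adjusted p = 0.0243) in limma (5 and 10 when adjusted over the list alone, camera, adjusted p = 0.361, and adjusted p = 0.85 with an estimated correlation). Rises of histones numbered 1 without dim genes or without genes of almost no spread and 0 with spread in both groups. Falls of histones numbered 3 without dim genes and 4 with spread in both groups. *H3c1* did not pass without control array 1 or 2 or LPS array 1, 2 or 3 (adjusted p of 0.0725 to 0.102) or with the replicate number as a block (0.0681), within 0.00106 to 0.102 over its alternatives. *H3c8* did not pass without both arrays 3 (0.0912), within 0.00699 to 0.0912 over its alternatives. *H2ac21* did not pass without control array 2 or LPS array 1, 2 or 3 (adjusted p of 0.0666 to 0.0751) or without both arrays 3 (0.0567), within 0.0142 to 0.0751 over its alternatives.

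Among receptors of chemotaxis and other G protein-coupled receptors, the members that rose included *Fpr2* (3.85, SE 0.10, adjusted p = 5.38e-06, one value on all control arrays), *Ccrl2*, *Fpr1* (1.67, SE 0.42, adjusted p = 0.0261, one value on all control arrays) and *Adora2a* (0.28, SE 0.0019, adjusted p = 3.34e-08, one value per group) and 5 fell, namely *Cxcr3* (−1.90, SE 0.23, adjusted p = 0.00211), *Cxcr4*, *Gpr183* (−1.78, SE 0.27, adjusted p = 0.00507), *S1pr1* (−1.14, SE 0.21, adjusted p = 0.0094) and *Ccr1* (−0.41, SE 0.0019, adjusted p = 1.11e-08, one value per group) in limma (5 falls when adjusted over the list alone, camera, adjusted p = 0.527, and adjusted p = 0.65 with an estimated correlation). Rises of chemotaxis and G protein-coupled receptors numbered 8 without LPS array 3, 8 with centring, 2 without dim genes, 3 with spread in both groups and 9 without both arrays 3. *Fpr1* did not pass with the replicate number as a block.

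Of 11 genes of MHC class II and co-stimulation, 4 rose, namely *Cd40*, *Cd274* (2.63, SE 0.28, adjusted p = 0.00137), *Cd80* and *H2-Eb1* (0.17, SE 0.040, adjusted p = 0.0217, one value on all LPS arrays), and 1 fell, namely *H2-Aa* (−0.17, SE 0.021, adjusted p = 0.00275, one value on all control arrays) in limma (4 and 1 when adjusted over the list alone, camera, adjusted p = 0.559, and adjusted p = 0.885 with an estimated correlation). Rises of MHC class II and costimulation numbered 2 with spread in both groups. Falls of MHC class II and costimulation numbered 2 without control array 2 or LPS array 3, 0 without dim genes or with spread in both groups and 3 without both arrays 3. The camera result of MHC class II and costimulation passed without dim genes (0.0155), within 0.0155 to 0.859 over its alternatives at the preset correlation. *H2-Eb1* did not pass without control array 1 or 2 or LPS array 1, 2 or 3 (adjusted p of 0.0656 to 0.0683) or with the replicate number as a block (0.0542), within 2.76e-06 to 0.0683 over its alternatives. Of 10 markers of alternative activation, 5 rose, namely *Il4ra* (1.63, SE 0.027, adjusted p = 9.49e-07, one value on all LPS arrays), *Cd36* (0.70, SE 0.0019, adjusted p = 3.85e-09, one value per group), *Cd163* (0.17, SE 0.010, adjusted p = 0.000154, one value on all LPS arrays), *Arg1* (0.15, SE 0.011, adjusted p = 0.000345, one value on all control arrays) and *Retnla* (0.13, SE 0.038, adjusted p = 0.0394, one value on all LPS arrays), and 2 fell, namely *Chil3* (−0.59, SE 0.12, adjusted p = 0.0118) and *Ccl24* (−0.13, SE 0.0055, adjusted p = 4.24e-05, one value on all control arrays) in limma (5 and 2 when adjusted over the list alone, camera, adjusted p = 0.383, and adjusted p = 0.58 with an estimated correlation). Rises of alternative activation markers numbered 1 without dim genes, 3 without genes of almost no spread and 0 with spread in both groups. Falls of alternative activation markers numbered 4 with the replicate number as a block, 0 without dim genes and 1 without genes of almost no spread, with spread in both groups or without both arrays 3. *Retnla* did not pass with the replicate number as a block. *Chil3* did not pass without both arrays 3 (0.0809), within 0.000872 to 0.0809 over its alternatives.

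Of 14 genes of macrophage identity, 3 rose, namely *Adgre1*, *Fcgr1* (1.73, SE 0.30, adjusted p = 0.00807) and *Spi1* (0.49, SE 0.038, adjusted p = 0.000397), and 0 fell in limma (3 and 0 when adjusted over the list alone, with 0 falls at an unadjusted p under 0.05 and 0 by the methods' t-test, camera, adjusted p = 0.766, and adjusted p = 0.885 with an estimated correlation). Falls of macrophage identity numbered 1 without LPS array 3, 5 with the replicate number as a block, 2 after quantile normalisation and 1 without both arrays 3. *Fcgr1* did not pass without both arrays 3 (0.0696), within 0.0051 to 0.0696 over its alternatives.

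Of 13 NRF2 targets, 3 rose, namely *Slc7a11* (2.09, SE 0.52, adjusted p = 0.025), *Gsr* (0.70, SE 0.11, adjusted p = 0.00622) and *Fth1* (0.27, SE 0.068, adjusted p = 0.0269), and 1 fell, namely *Osgin1* (−1.47, SE 0.42, adjusted p = 0.0387) in limma (1 and 0 when adjusted over the list alone, camera, adjusted p = 0.527, and adjusted p = 0.887 with an estimated correlation). Rises of NRF2 targets numbered 1 without control array 1 or 3. Falls of NRF2 targets numbered 0 without control array 1 or 2 or LPS array 1 or 3, 2 with the replicate number as a block, 0 with the methods' t-test and 2 without both arrays 3. *Slc7a11* did not pass without control array 1 or 3 (adjusted p of 0.0765 to 0.0818) or without both arrays 3 (0.13), within 0.0125 to 0.13 over its alternatives. *Gsr* did not pass without both arrays 3 (0.0501), within 0.00372 to 0.0501 over its alternatives. *Fth1* did not pass without control array 1, 2 or 3 or LPS array 1 or 2 (adjusted p of 0.0627 to 0.086) or with spread in both groups (0.0642), within 0.00744 to 0.086 over its alternatives. *Osgin1* did not pass without control array 1, 2 or 3 or LPS array 1 or 3 (adjusted p of 0.0596 to 0.116), with the methods' t-test (0.0531) or without both arrays 3 (0.112), within 0.0151 to 0.116 over its alternatives.

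Of 13 genes of the unfolded protein response, 2 rose, namely *Ddit3* (0.83, SE 0.25, adjusted p = 0.0475) and *Herpud1* (0.53, SE 0.12, adjusted p = 0.0174, one value on all control arrays), and 0 fell in limma (0 and 0 when adjusted over the list alone, with 0 falls at an unadjusted p under 0.05 and 0 by the methods' t-test, camera, adjusted p = 0.527, and adjusted p = 0.678 with an estimated correlation). Rises of unfolded protein response numbered 1 without control array 1 or LPS array 1, 2 or 3, 0 without control array 2 and 1 with trend and robust moderation, with the methods' t-test, without dim genes or with spread in both groups. Falls of unfolded protein response numbered 2 with the replicate number as a block and 1 without both arrays 3. *Ddit3* did not pass without control array 2 or LPS array 1, 2 or 3 (adjusted p of 0.0942 to 0.13), with the replicate number as a block (0.0549), with trend and robust moderation (0.0529), with the methods' t-test (0.0638), without dim genes (0.0554) or without both arrays 3 (0.0965), within 0.0259 to 0.13 over its alternatives. *Herpud1* did not pass without control array 1, 2 or 3 (adjusted p of 0.0574 to 0.0592) or without both arrays 3 (0.0961), within 3.37e-06 to 0.0961 over its alternatives.

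Of 9 T cell markers, 5 rose, namely *Lck* (0.94, SE 0.062, adjusted p = 0.000225, one value on all control arrays), *Cd2* (0.38, SE 0.034, adjusted p = 0.000692, one value on all LPS arrays), *Cd4* (0.18, SE 0.015, adjusted p = 0.000454, one value on all control arrays), *Cd8a* (0.13, SE 0.0097, adjusted p = 0.000372, one value on all LPS arrays) and *Cd3d* (0.045, SE 0.0019, adjusted p = 3.9e-05, one value per group), and 2 fell, namely *Cd28* and *Cd3g* (−0.34, SE 0.0019, adjusted p = 1.9e-08, one value per group) in limma (5 and 2 when adjusted over the list alone, camera, adjusted p = 0.437, and adjusted p = 0.597 with an estimated correlation). Rises of T cell markers numbered 1 without dim genes and 0 with spread in both groups. Falls of T cell markers numbered 1 without dim genes, without genes of almost no spread or with spread in both groups. Among B cell markers, the members that rose included *Ms4a1* (0.41, SE 0.0019, adjusted p = 1.06e-08, one value per group) and 1 fell, namely *Cd79b* (−0.40, SE 0.057, adjusted p = 0.00395, one value on all control arrays) in limma (1 fall when adjusted over the list alone, camera, adjusted p = 0.361, and adjusted p = 0.578 with an estimated correlation). Falls of B cell markers numbered 2 without LPS array 2 and 0 without dim genes or with spread in both groups.

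Of 8 neutrophil markers, 3 rose, namely *S100a9* (0.71, SE 0.090, adjusted p = 0.00262), *Mpo* (0.36, SE 0.0019, adjusted p = 1.61e-08, one value per group) and *Ltf* (0.024, SE 0.0019, adjusted p = 0.000438, one value per group), and 0 fell in limma (3 and 0 when adjusted over the list alone, with 0 falls at an unadjusted p under 0.05 and 0 by the methods' t-test, camera, adjusted p = 0.464, and adjusted p = 0.619 with an estimated correlation). Rises of neutrophil markers numbered 0 without dim genes and 1 without genes of almost no spread or with spread in both groups. Falls of neutrophil markers numbered 1 without control array 1 or LPS array 2 or 3, 1 with the replicate number as a block, 2 after quantile normalisation and 1 without both arrays 3. Of 7 dendritic cell markers, 3 rose, namely *Xcr1* (0.62, SE 0.0019, adjusted p = 4.44e-09, one value per group), *Flt3* (0.22, SE 0.0019, adjusted p = 8.52e-08, one value per group) and *Itgax* (0.21, SE 0.039, adjusted p = 0.00941, one value on all control arrays), and 1 fell, namely *Clec9a* (−0.18, SE 0.0019, adjusted p = 1.75e-07, one value per group) in limma (4 and 2 when adjusted over the list alone, camera, adjusted p = 0.467, and adjusted p = 0.619 with an estimated correlation). Rises of dendritic cell markers numbered 0 without dim genes or with spread in both groups. Falls of dendritic cell markers numbered 2 without control array 3, 0 without dim genes, without genes of almost no spread or with spread in both groups and 2 without both arrays 3. *Itgax* did not pass without both arrays 3 (0.0796), within 0.00013 to 0.0796 over its alternatives.

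Of 7 fibroblast markers, 6 rose, among them *Dcn* (1.07, SE 0.0019, adjusted p = 2.86e-09, one value per group), *Pdgfra* (0.36, SE 0.085, adjusted p = 0.0223, one value on all control arrays), *Thy1* (0.28, SE 0.073, adjusted p = 0.0286) and *Lum* (0.14, SE 0.0019, adjusted p = 4.25e-07, one value per group), and 0 fell in limma (6 and 0 when adjusted over the list alone, with 0 falls at an unadjusted p under 0.05 and 0 by the methods' t-test, camera, adjusted p = 0.0239, and adjusted p = 0.516 with an estimated correlation). Rises of fibroblast markers numbered 1 without dim genes, 3 without genes of almost no spread and 0 with spread in both groups. Falls of fibroblast markers numbered 1 without LPS array 3 and 1 without both arrays 3. The camera result of fibroblast markers did not pass after quantile normalisation (0.0531), without genes of almost no spread (0.182) or without both arrays 3 (0.0556), within 0.0206 to 0.182 over its alternatives at the preset correlation. *Pdgfra* did not pass without control array 1, 2 or 3 or LPS array 2 (adjusted p of 0.0688 to 0.0723), with the replicate number as a block (0.0549) or without both arrays 3 (0.11), within 0.00236 to 0.11 over its alternatives. *Thy1* did not pass without control array 1, 2 or 3 or LPS array 1 (adjusted p of 0.0799 to 0.0859), with the replicate number as a block (0.0589), with spread in both groups (0.0615) or without both arrays 3 (0.0982), within 0.00663 to 0.0982 over its alternatives. *Lum* did not pass after quantile normalisation (0.346), at most 0.346 over its alternatives. Of 7 epithelial and endothelial markers, 4 rose, namely *Pecam1* (0.80, SE 0.010, adjusted p = 3.15e-07), *Cdh5* (0.52, SE 0.078, adjusted p = 0.0047), *Kdr* (0.27, SE 0.016, adjusted p = 0.000119, one value on all LPS arrays) and *Epcam* (0.22, SE 0.019, adjusted p = 0.000652, one value on all LPS arrays), and 1 fell, namely *Krt18* (−0.21, SE 0.0032, adjusted p = 6.86e-07, one value on all control arrays) in limma (4 and 1 when adjusted over the list alone, camera, adjusted p = 0.247, and adjusted p = 0.564 with an estimated correlation). Rises of epithelial and endothelial markers numbered 1 without dim genes and 2 with spread in both groups. Falls of epithelial and endothelial markers numbered 0 without dim genes, without genes of almost no spread or with spread in both groups. The camera result of epithelial and endothelial markers passed without genes of almost no spread (0.00637), within 0.00637 to 0.377 over its alternatives at the preset correlation.

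Among reference genes, 1 rose, namely *Ywhaz* (0.076, SE 0.0019, adjusted p = 4.86e-06, one value per group), and the members that fell included *Rpl27* (−0.52, SE 0.15, adjusted p = 0.0373) in limma (1 rise when adjusted over the list alone, camera, adjusted p = 0.805, and adjusted p = 0.933 with an estimated correlation). Rises of reference genes numbered 2 without control array 1 and 0 without genes of almost no spread or with spread in both groups. *Rpl27* did not pass without control array 1 or 2 or LPS array 1, 2 or 3 (adjusted p of 0.076 to 0.112), with the replicate number as a block (0.0554) or with the methods' t-test (0.0513), within 0.00294 to 0.112 over its alternatives.

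Of 59 ribosomal protein genes, 5 rose, namely *Rpl17* (1.14, SE 0.091, adjusted p = 0.000447), *Rpl32l* (0.56, SE 0.13, adjusted p = 0.0207), *Rps29* (0.53, SE 0.096, adjusted p = 0.00908), *Rpl23* (0.19, SE 0.0019, adjusted p = 1.45e-07, one value per group) and *Rpl6l* (0.11, SE 0.035, adjusted p = 0.0496), and 7 fell, among them *Rpl10l* (−0.64, SE 0.026, adjusted p = 3.04e-05), *Rps26* (−0.59, SE 0.057, adjusted p = 0.000914), *Rpl3l* (−0.57, SE 0.021, adjusted p = 1.96e-05, one value on all LPS arrays) and *Rpl27* in limma (3 and 6 when adjusted over the list alone, camera, adjusted p = 0.812, and adjusted p = 0.95 with an estimated correlation). Rises of ribosomal proteins numbered 3 without control array 3, 9 after quantile normalisation, 1 without dim genes and 3 without genes of almost no spread or with spread in both groups. Falls of ribosomal proteins numbered 4 without dim genes. *Rpl6l* did not pass with the replicate number as a block.

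Of 96 genes of keratin-associated proteins and beta-defensins, 38 rose, among them *Krtap31-2* (1.56, SE 0.031, adjusted p = 1.75e-06, one value on all control arrays) and *Krtap31-1* (1.15, SE 0.075, adjusted p = 0.00021, one value on all LPS arrays), and 29 fell, among them *Krtap22-2* (−1.79, SE 0.10, adjusted p = 0.000111) and *Krtap3-1* (−1.06, SE 0.0019, adjusted p = 2.86e-09, one value per group) in limma (38 and 30 when adjusted over the list alone, camera, adjusted p = 0.371, and adjusted p = 0.564 with an estimated correlation). Rises of keratin-associated proteins and beta-defensins numbered 2 without dim genes, 18 without genes of almost no spread and 6 with spread in both groups. Falls of keratin-associated proteins and beta-defensins numbered 1 without dim genes, 19 without genes of almost no spread and 9 with spread in both groups. Of 381 zinc finger genes with a Zfp symbol, a list made for C2H2 genes that also takes in the CCCH gene *Zfp36*, 52 rose, among them *Zfp982* (1.94, SE 0.054, adjusted p = 7.25e-06, one value on all control arrays), *Zfp36*, *Zfp820* (1.68, SE 0.11, adjusted p = 0.00025, one value on all LPS arrays), *Zfp811* (1.66, SE 0.17, adjusted p = 0.00105) and *Zfp281*, and 143 fell, among them *Zfp367* (−1.60, SE 0.14, adjusted p = 0.000626), *Zfp808* (−1.30, SE 0.15, adjusted p = 0.00192), *Zfp759* (−1.28, SE 0.18, adjusted p = 0.00349, one value on all LPS arrays), *Zfp69* (−1.24, SE 0.15, adjusted p = 0.00205), *Zfp773* (−1.16, SE 0.098, adjusted p = 0.000568, one value on all control arrays), *Zfp362* (−1.16, SE 0.076, adjusted p = 0.000214), *Zfp469* (−1.12, SE 0.14, adjusted p = 0.00225), *Zfp791* (−1.09, SE 0.029, adjusted p = 5.71e-06, one value on all control arrays), *Zfp668* (−1.03, SE 0.18, adjusted p = 0.00832) and *Zfp667* (−1.01, SE 0.024, adjusted p = 3.6e-06, one value on all LPS arrays) in limma (50 and 138 when adjusted over the list alone, camera, adjusted p = 0.0465, and adjusted p = 0.516 with an estimated correlation). Rises of zinc finger genes numbered 17 without dim genes and 16 with spread in both groups. Falls of zinc finger genes numbered 92 without dim genes and 63 with spread in both groups. The camera result of zinc finger genes did not pass with trend and robust moderation (0.0638), after quantile normalisation (0.351), without control array 1 (0.066), without LPS array 1 (0.061), without LPS array 3 (0.0694) or without both arrays 3 (0.0556), within 0.00851 to 0.351 over its alternatives at the preset correlation. *Zfp668* did not pass without both arrays 3 (0.0515), within 0.00287 to 0.0515 over its alternatives.

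Among the olfactory receptor genes, *Olfr56* (log2 FC 2.36, SE 0.073, adjusted p = 1.1e-05) and *Olfr43* (log2 FC 1.73, SE 0.20, adjusted p = 0.0018) rose, as did *Olfr887* (2.08, SE 0.50, adjusted p = 0.0234) and *Olfr132* (1.88, SE 0.48, adjusted p = 0.0287, one value on all control arrays) (camera, adjusted p = 0.0757, and adjusted p = 0.516 with an estimated correlation). The camera result of olfactory and vomeronasal receptors passed with centring (0.0457), without dim genes (0.00975), without genes of almost no spread (0.00637), with the replicate number as a block (0.0359) and with spread in both groups (0.00291), within 0.00291 to 0.47 over its alternatives at the preset correlation. Rises of olfactory and vomeronasal receptors numbered 12 without dim genes and 122 with spread in both groups. Falls of olfactory and vomeronasal receptors numbered 7 without dim genes and 82 with spread in both groups. *Olfr887* did not pass without control array 1, 2 or 3 or LPS array 1 (adjusted p of 0.0706 to 0.0773), with the replicate number as a block (0.0552) or without both arrays 3 (0.121), within 0.00159 to 0.121 over its alternatives. *Olfr132* did not pass without control array 1, 2 or 3 or LPS array 2 or 3 (adjusted p of 0.0553 to 0.0881), with the replicate number as a block (0.0635) or without both arrays 3 (0.14), within 0.00176 to 0.14 over its alternatives.

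As a hypothesis, the cultures numbered 3 grew more slowly than the others. In arrays 3 the 37 ribosome biogenesis genes had a median deviation from arrays 1 and 2 of −0.79 in control and −1.06 in LPS, lower for 37 of 37 genes in each group and below all 10000 random lists matched on level (percentile 0), which is consistent with slower growth. As further hypotheses, 15 FOXO targets, raised where nutrients are poor, had median deviations of 0.45 and 0.33 (percentiles 100 and 99.97), and 15 genes of the hypoxia response 0.46 and 0.63 (percentile 100 in both), as low oxygen in dense cultures could give. These lists were chosen after arrays 3 had been seen to stand apart, and the pathways had been noticed from other members.

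The 6 samples allow 10 splits into groups of 3, so the share of splits with a result as large cannot be under 0.1. The real split gave 13733 genes past an adjusted p of 0.05 (1 of 10 splits with as many) and the highest other 0, and at the thresholds of the study 1068 (1 of 10) and 23. Each other split puts control and LPS arrays in the same group, so any difference between control and LPS adds to the spread within its groups. Low counts in those splits were to be expected and cannot tell whether chance gave the count of the real split. The numbers pair the arrays, and 4 of the splits, the real one included, part all 3 pairs. The other 3 of these gave at most 0 genes past the adjusted p and 1 at the thresholds of the study, and the 6 splits that part 1 pair at most 0 and 23.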
